# Tectochrysin alleviates Ang II-induced pathological cardiac hypertrophy by binding to STING and inhibiting STING/NFκB-mediated inflammation

**DOI:** 10.3389/fphar.2026.1794994

**Published:** 2026-04-23

**Authors:** Yanghao Chen, Fang Li, Ying He, Zhiyu Ling

**Keywords:** H151, inflammation, pathological cardiac hypertrophy, STING, tectochrysin

## Abstract

**Background:**

Angiotensin II (Ang II)-induced cardiac inflammation plays a pivotal role in the pathogenesis of pathological cardiac hypertrophy and hypertension-related heart failure. Tectochrysin (Tec) is a flavonoid natural compound exhibiting significant anti-inflammatory activity. However, the role of Tec in hypertensive heart failure and its molecular targets remain unclear.

**Methods:**

The therapeutic efficacy of Tec was assessed in the Ang II-induced mouse model using echocardiography, histopathological staining, and serological tests. Its anti-hypertrophic effect was further examined *in vitro* by phalloidin staining. Investigate the mechanism of action of Tec through transcriptome sequencing. The interaction of Tec with STING was detected by DARTS, CETSA, and SPR assays. Western blotting assay detected the effect of Tec on Ang II-induced activation of the STING/NFκB pathway. The functional dependency of Tec on STING was demonstrated using the STING inhibitor H151.

**Results:**

*In vivo* experiments confirmed that Tec alleviates Ang II-induced myocardial inflammation, pathological hypertrophy, myocardial fibrosis, and cardiac dysfunction. Further *in vitro* studies revealed the efficacy of Tec in inhibiting cardiomyocyte hypertrophy. Mechanistically, Tec significantly suppressed Ang II-induced activation of the STING/NFκB signalling pathway by targeting STING. Crucially, administration of the STING inhibitor H151 alleviates pathological myocardial hypertrophy, however its use diminishes the therapeutic effect of Tec.

**Conclusion:**

Our findings confirmed that Tec may represent a promising lead compound targeting STING for pathological cardiac hypertrophy.

## 1 Introduction

Pathological cardiac hypertrophy, as an increasingly serious global public health issue, is closely associated with multiple cardiovascular diseases, particularly heart failure (Dong et al., 2024; Julie M T et al., 2025). The development of heart failure are closely associated with excessive activation of the renin-angiotensin system (RAS), with angiotensin II (Ang II) being one of the most important mediators involved (Noemi et al., 2021; Vinicius et al., 2021). Although inhibitors of the RAS, such as angiotensin-converting enzyme (ACE) inhibitors or angiotensin receptor blockers (ARBs), have been proven to mitigate ventricular remodeling and myocardial fibrosis by blocking the RAS axis (Dayue Darrel, 2015; Jingsi, Lina and Yanchun, 2021; Youming et al., 2021), often cannot fully prevent progression (Lauren B et al., 2019). Consequently, the discovery and development of novel agents against pathological cardiac hypertrophy are urgently required.

Persistent activation of chronic inflammation and innate immunity constitutes a key pathological mechanism underlying the onset and progression of pathological cardiac hypertrophy and heart failure (Laura et al., 2021; Samar et al., 2025; Wenke et al., 2025). Notably, numerous studies have shown that continuous infusion of Ang II can trigger a significant inflammatory response in heart (Dong et al., 2024; Yu et al., 2025). Therefore, anti-inflammatory therapy may represent an effective strategy for treating Ang II-induced pathological cardiac hypertrophy. The STING-NFκB signalling pathway is a classical signalling pathway involved in inflammation and innate immunity (Cailan, Xinyi, Shichun, Qiaoyuan and Shixiong, 2025; Weihong et al., 2025; Ziyang et al., 2024). In recent years, the STING-NFκB signaling pathway has been identified as a critical regulator in pathological cardiac hypertrophy. It has been confirmed that knockout or pharmacological inhibition of STING alleviates pathological cardiac hypertrophy by suppressing the downstream NFκB pathway, whereas cardiomyocyte-specific activation of STING exacerbates its development (Lintao et al., 2023). Additionally, another study found that RNF5 inhibits pathological hypertrophy by promoting STING degradation, which subsequently suppresses IκBα degradation and P65 phosphorylation (Lu-Lu et al., 2022). Therefore, targeting and inhibiting the STING/NFκB pathway represents a viable therapeutic approach in the management of Ang II-induced pathological cardiac hypertrophy.

Traditional Chinese medicine has yielded satisfactory results compared to chemically synthesised antihypertensive drugs (Mengyang et al., 2022; Na et al., 2022; Zimin et al., 2024). Tectochrysin (Tec), a flavonoid compound, can be isolated from *propolis*, *Alpinia oxyphylla Miq*, and *Lychnophora markgravii* (Lei et al., 2021). Researchers have discovered that Tec exhibits favourable anti-inflammatory activity. Tec has been reported to inhibit LPS-induced macrophage inflammation by suppressing activation of the MEK1/2-ERK1/2 axis (Rui et al., 2017). Another study showed that Tec suppresses inflammatory activation by targeting the macrophage JAK3/STAT3 signalling pathway, thereby improving rheumatoid arthritis (Pin, Wei, Shuyi, Lianying, & Jianjun, 2025). It is worth noting that Tec has also been reported to possess cardioprotective effects. In vanadium-induced cardiac injury, Tec modulates inflammation and apoptosis by regulating the NLRP3, JAK1/STAT3, and NFκB pathways (Yahui et al., 2025). Based on the aforementioned findings, we hypothesise that Tec may emerge as a potential natural therapeutic agent for Ang II-induced pathological cardiac hypertrophy.

This study aimed to investigate the therapeutic efficacy of Tec in Ang II-induced pathological cardiac hypertrophy, along with its molecular mechanisms and action targets. We showed that Tec significantly alleviated Ang II-induced cardiac dysfunction, myocardial inflammation, myocardial fibrosis, and pathological cardiac hypertrophy. Notably, subsequent molecular mechanism studies revealed that Tec exhibits unique anti-inflammatory activity by directly acting on STING and inhibiting the NFκB-mediated inflammatory pathway downstream of STING. Crucially, the aforementioned inhibition of the NFκB pathway by Tec was no longer significant following administration of the STING inhibitor H151. Based on these findings, Tec demonstrates potential as a novel therapeutic agent targeting STING for the treatment of hypertensive cardiac hypertrophy.

## 2 Methods and materials

### 2.1 Reagents

Ang II (HY-13948), and H151 (HY-112693) were purchased from MedChemExpress (New Jersey, USA). Tec (520–28–5, purity of 99.8%) were purchased from Alfa Biotechnology (Chengdu, China). GAPDH (ET1601-4) were obtained from HUABIO (Hangzhou, China). IκBα (9242), p-STING (50,907) were obtained from Cell Signaling Technology (MA, USA). P65 (10745-1-AP), STING (19851-1-Ap), Lamin B (12987-1-AP) were obtained from Proteintech (Hubei, China). Plasmids (Flag-STING, Flag-cGAS, Flag-STING-S161A) were obtained from GenScript (Nanjin, China). Cells were transfected with overexpression plasmids using Lipofectamine 3000 and P3000 (Invitrogen, USA).

### 2.2 Animal experiments

Given that female mice exhibit a potential protective effect against myocardial fibrosis due to higher oestrogen levels (Lejla, Laila and Mansoureh, 2019), this may interfere with the establishment of disease models. To achieve significant cardiac injury under Ang II induction, we referenced strategies for mouse sex selection from published studies on hypertensive pathological hypertrophy (Bozhi et al., 2023; Xue et al., 2025). Consequently, all *in vivo* experiments in this study were conducted in male mice to evaluate the therapeutic effects of Tec and its underlying mechanisms. 8-week-old male C57BL/6 J mice were procured from Huachuang China Pharmaceutical Technology Co., Ltd. (Jiangsu, China). All animals were housed under specific pathogen-free conditions with controlled environmental parameters (temperature: 20 °C–25 °C; humidity: 50% ± 5%; standard 12/12-h light/dark cycle). Mice had free access to sterile water and chow. Based on prior studies, pathological cardiac hypertrophy was induced by continuous 4-week infusion of angiotensin II (1 μg/kg/min) or saline (six mice per group) via osmotic pumps (1004W, RWD Life Science, Nanjin, China). According to previous research reports (Bozhi et al., 2023), osmotic pumps were implanted subcutaneously in the dorsal region of each mouse. In the Tec efficacy assessment experiment, mice were infused with Ang II for 4 weeks and treated with Tec (2.5 mg/kg or 5 mg/kg, i. p., qd) for the last 2 weeks of the infusion period. The dosage of Tec was based on previous research (Lei et al., 2021). To elucidate the pivotal role of STING in Tec therapy for pathological cardiac hypertrophy in vivo experiments, Ang II-induced mice were treated with STING inhibitor H151 (4 μg/kg i. p., qd) for 4 weeks. From the third week onwards, daily intraperitoneal injections of Tec (5 mg/kg, i. p., qd) were administered. The dosage of H151 was determined by reference to previous studie (Thuy Linh et al., 2025).

### 2.3 Echocardiography

Mice were anaesthetised with 2% isoflurane and placed on an echocardiography board. Once heart rate and respiration stabilised, M-mode images and echocardiographic parameters were acquired using a multimodal ultrasound imaging system (Vevo 770, Visual Sonics, Canada).

### 2.4 Biochemical assay

Serum ANP, IL-1β, IL-6, and TNF-α were measured using commercial kits (Fine Biotech, Hubei, China). Serum ALT, AST, creatinine, and BUN kits were obotained from Rayto Life Sciences (Shenzhen, China). All the experiments were performed according to the manufacturer’s instructions.

### 2.5 Cell extraction and culture

According to previous research (Bozhi et al., 2023), we isolated primary cardiomyocytes. In brief, rats within 3 days of birth were euthanised, their hearts excised and washed with PBS to remove blood. The heart tissue was subsequently digested using a mixture of trypsin and collagenase, and primary cardiomyocytes were isolated from fibroblasts via differential adhesion culture. We induced hypertrophy in primary cardiomyocytes by treating them with 1 μM Ang II for 48 h. The NIH/3T3 cells were procured from the Shanghai Institute of Biochemistry and Cell Biology (Shanghai, China). We cultured the cells using DMEM medium supplemented with 10% foetal bovine serum, 1% penicillin/streptomycin, and 4.5 g/L glucose, and placed the cells in a humidified incubator maintained at 37 °C with 5% carbon dioxide. To downregulate the expression of STING, we employed LipofectAMINE 3000 (Cat# L3000015; Invitrogen, United States) to transfect cells with siSTING (Sequence: AGU​UUG​AAG​CGG​UAA​CUU​CUG). The negative control was prepared using scrambled sequences.

### 2.6 TRITC-phalloidin staining

Primary cardiomyocytes were seeded onto glass-bottomed culture dishes and processed according to the experimental protocol. The medium was subsequently removed, and cells were washed three times with PBS buffer. They were then fixed at room temperature with 4% paraformaldehyde solution for 15 min, followed by three PBS washes. Cells were treated with 0.5% Triton X-100 solution for 10 min, followed by three PBS washes. Incubate cardiomyocytes with TRITC-phalloidin working solution (Catalog No. CA1610; Solarbio, Beijing, China) at room temperature for 30 min under light-protected conditions. Finally, stain nuclei with DAPI-containing anti-fluorescence quencher, observe under fluorescence microscopy, and record results.

### 2.7 Histological analysis

For histological staining of the samples, we first fixed the cardiac tissue in 4% paraformaldehyde, followed by dehydration and paraffin embedding. Following the manufacturer’s protocol, pre-prepared 5 μm-thick cardiac tissue sections were sequentially stained with H&E staining (G1120, Solarbio Life Sciences, Beijing, China), Masson’s trichrome (G1340, Solarbio Life Sciences, Beijing, China), WGA-FITC staining (GTX01502, GeneTex Corporation, Texas, USA), and Sirius Red staining (S8060, Solarbio Life Sciences, Beijing, China). For immunohistochemistry, sections were deparaffinized and subjected to antigen retrieval. The sections were then incubated in 3% H_2_O_2_ for 30 min at room temperature in the dark to block endogenous peroxidase activity. After incubation with the appropriate primary and secondary antibodies, immunoreactivity was visualized using DAB reagent. Stained sections were observed and photographed under a microscope.

### 2.8 Western blot assay

Protein samples were lysed using RIPA buffer. Equal volumes of protein samples were separated by sodium dodecyl sulphate-polyacrylamide gel electrophoresis at 80 V. Proteins were clearly resolved, and the gel proteins were transferred to a PVDF membrane at 300 mA. After blocking with 5% BSA at room temperature for 1 hour, the membrane was incubated overnight with the primary antibody at 4 °C. Following thorough incubation, the bands treated with TBST were incubated with HRP-labelled secondary antibody at room temperature for 1 hour. Results were finally detected and recorded using the ECL system.

### 2.9 RNA sequencing

To further investigate the specific mechanism by which Tec exerts its effects, we selected male mice samples from Ang II + Tec5 group and Ang II group for mRNA sequencing analysis (n = 3 per group). The sequencing depth for the transcriptome is 200X. Sequencing was performed using the Illumina HiSeq 2500 platform. First, Cutadapt was applied to remove reads containing adapter contamination, low-quality bases, and unidentified bases. The specific quality control standards are as follows: (1) removing reads containing adapters; (2) removing reads containing polyA and polyG; (3) removing reads containing more than 5% of unknown nucleotides (N); (4) removing low quality reads containing more than 20% of low quality (Q-value≤20) bases. Subsequently, FastQC was employed to validate sequence quality. Finally, bioinformatics analysis was performed.

### 2.10 Tec-STING docking assay

The structural data for Tec (CID: 5281954) is sourced from PubChem (https://pubchem.ncbi.nlm.nih.gov/). The crystal structure data for the STING protein (PDB ID:4KC0) is sourced from the PDB database (http://www.rcsb.org/pdb/). We employed the online docking platform (https://www.dockeasy.cn/) to perform docking between the Tec and STING.

### 2.11 Drug affinity response target stability (DARTS) assay

Based on the principle that small-molecule drugs enhance protein structural stability by specifically binding to target proteins to alter their conformation or mask cleavage sites, the dart technology has been widely applied in detecting the binding of small-molecule drugs to targets (Brett, Gwanghyun, James A, and Jing, 2012; Qi-Hao et al., 2026; Qingxiu et al., 2026). Therefore, we employed the DARTS method to detect the binding of Tec to potential target proteins. We first collected protein samples by centrifugation and determined protein concentration. Subsequently, the lysates were incubated overnight at 4 °C with 5 μM Tec. Next, pronase (at a concentration of 25 ng per 1 μg total cellular protein) was added to the lysates and incubated at room temperature for 1 hour. All samples were loaded into loading buffer and boiled for 10 min before undergoing Western blot analysis to detect STING expression levels.

### 2.12 Cellular thermal shift assay (CETSA)

Based on the principle that small molecules can alter protein thermal stability upon binding, we conducted CETSA. This assay has been widely employed in the screening and validation of small molecule drug targets (Hong-Lei, Huan, Xiao-Yan, Tian-Rui and Xiao-Xi, 2026; Mengyao et al., 2026; Yangping et al., 2026). Samples were treated with 5 μM Tec or DMSO for 6 h, followed by lysis using RIPA lysis buffer. The total sample was equally divided into 8 groups. All groups except the control underwent heat treatment by heating for 5 min at 37, 43, 48, 53, 58, 63, and 69 °C, respectively. Samples were cooled to room temperature within 3 min and centrifuged at 12,000 r/min for 15 min. The supernatant was mixed with loading buffer and heated at 100 °C for 10 min. Western blot analysis was subsequently performed according to the previously described protocol.

### 2.13 Surface plasmon resonance (SPR) assay

To validate Tec-STING binding via SPR assay, we constructed a recombinant STING protein. Concurrently, Tec was diluted to six concentrations (200, 100, 50, 25, 12.5 and 0 μM). The prepared STING protein solution was injected into the pre-activated chip. Subsequently, each Tec concentration was sequentially introduced into the channel at a fixed flow rate to bind with the chip, with the sensor chip recording the data.

### 2.14 Quantitative polymerase chain reaction (qPCR)

Total RNA was extracted from samples using a SteadyPure Universal RNA Extraction Kit (AG21022, Accurate Biology, China). The extracted RNA was then reverse-transcribed into complementary DNA (cDNA) with an Evo M-MLV RT-PCR Kit (AG11728, Accurate Biology, China). The qPCR was performed using SYBR Green reagent kits (AG11701, Accurate Biology, China) under the cycling conditions detailed in Supplementary Table S4. The primer sequences employed for qPCR are listed in Supplementary Table S1.

### 2.15 Data analysis

The experimental data presented herein are expressed as the mean ± standard error of the mean (SEM). In order to ascertain significant differences between two groups, the Student’s t-test was employed. In instances where the comparison involved more than two groups, a one-way analysis of variance (ANOVA) was conducted, followed by a Tukey *post hoc* test. All statistical analyses were performed using GraphPad Prism 8.0 software, with statistical significance set at p < 0.05.

## 3 Results

### 3.1 Tec alleviates Ang II-induced cardiac dysfunction and left ventricular hypertrophy in mice

The structural formula of Tec is shown in Figure 1A. To preliminarily assess the effect of Tec on cardiac hypertrophy, we first applied two therapeutic concentrations of Tec to Ang II-induced mice (Figure 1B). We observed that Ang II infusion increased systolic blood pressure, which was not reversed by Tec treatment, indicating no effect of Tec on blood pressure (Figure 1C). However, echocardiographic findings revealed that Tec treatment significantly ameliorated Ang II-induced cardiac dysfunction, as evidenced by improvements in EF and FS (Figures 1D–F). Furthermore, we observed that Ang II treatment resulted in significant thickening of the diastolic left ventricular posterior wall in mice, whereas Tec administration markedly attenuated this pathological manifestation (Figure 1G). Collectively, these results demonstrate that Tec treatment markedly alleviates Ang II-induced cardiac dysfunction and left ventricular hypertrophy.

**FIGURE 1:**
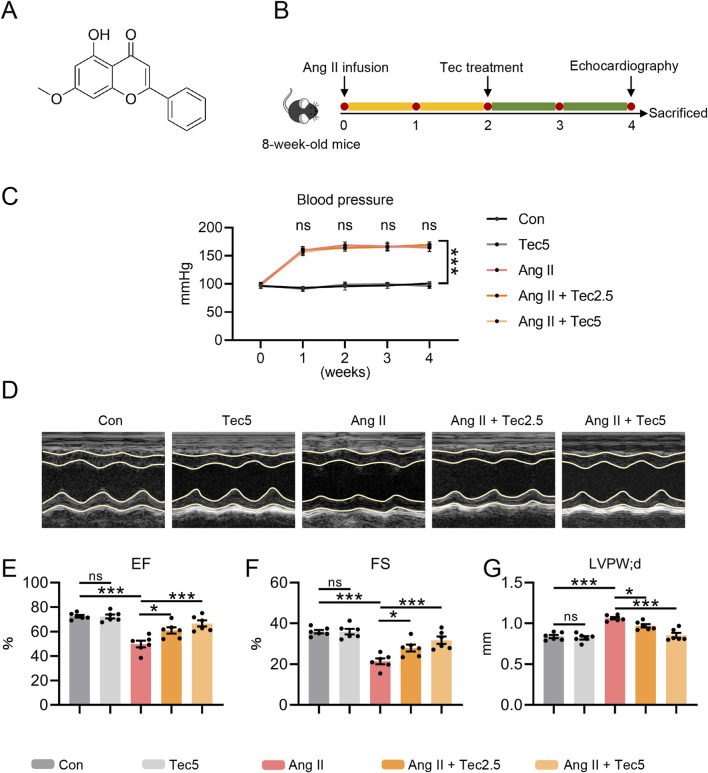
Tec alleviates Ang II-induced cardiac dysfunction and left ventricular hypertrophy in mice **(A)** Structural formula of Tec. **(B)** Schematic diagram of the *in vivo* experimental procedure. Mice underwent 4 weeks of Ang II treatment. At the start of the third week, mice received Tec administration (2.5, 5 mg/kg, i. p.). **(C)** Blood pressure measurement results for each group of mice. **(D)** Representative echocardiographic images for each group of mice. **(E)** EF in the indicated groups. **(F)** FS in the indicated groups. **(G)** Left ventricular posterior wall thickness at diastole of mice. N = 6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

### 3.2 Tec ameliorates Ang II-induced pathological cardiac hypertrophy and myocardial fibrosis in mice

Ang II frequently induces pathological cardiac hypertrophy and fibrosis alongside cardiac dysfunction. Consequently, macroscopic examination of mouse hearts revealed that Tec significantly ameliorated Ang II-induced cardiac enlargement (Figure 2A). Similarly, analogous outcomes were observed for the heart weight/tibia length ratio (HW/TL) and heart weight/body weight ratio (HW/BW) (Figures 2B,C). To further evaluate antihypertrophic effects of Tec, we performed haematoxylin and eosin (H&E) staining on cardiac tissues from each group. As anticipated, Ang II treatment resulted in markedly thickened myocardial fibres with disorganised arrangement, whereas Tec treatment led to significantly thinner fibres with more orderly alignment (Figure 2D). Furthermore, WGA staining results revealed that Tec treatment significantly attenuated Ang II-induced cardiac hypertrophy compared to the Ang II group (Figures 2E,F). We further examined the transcriptional levels of Myh7, Anp, and Bnp in myocardial tissue. Consistent with prior pathological findings, PCR results demonstrated that Tec significantly suppressed Ang II-induced elevations in the mRNA level of Myh7, Anp, and Bnp levels (Supplementary Figure S1A–C). These results indicate that Tec alleviates Ang II-induced pathological myocardial hypertrophy. To thoroughly evaluate the effects of Tec on Ang II-induced cardiomyocyte hypertrophy, we first screened for suitable *in vitro* drug concentrations using the CCK8 assay. We observed that Tec concentrations of 10 μM and above adversely affected cardiomyocyte viability (Supplementary Figure S2). Consequently, we selected 5 μM Tec for the *in vitro* experiments. The phalloidin staining revealed that Ang II treatment significantly exacerbated cardiomyocyte hypertrophy, whereas co-treatment with Tec markedly alleviated Ang II-induced hypertrophic phenotype in cardiomyocytes (Supplementary Figures S3A,B). Similarly, we examined the transcriptional levels of Myh7, Anp, and Bnp in cardiomyocytes. PCR results demonstrated that Tec significantly suppressed the Ang II-induced elevation of Myh7, Anp, and Bnp levels in cardiomyocytes, further indicating that Tec can alleviate Ang II-induced cardiomyocyte hypertrophy (Supplementary Figures S4A–C). Subsequently, we employed Sirius red staining of mouse cardiac tissue to evaluate the effect of Tec on Ang II-induced myocardial fibrosis. Sirius red results indicated that Tec significantly reduced fibrillar deposition in the heart tissue of Ang II mice (Figures 2G,H). Moreover, similar findings were observed in Masson staining results (Figures 2I,J) and immunohistochemical staining of Col-1 (Supplementary Figures S5A,B), suggesting that Tec exerts anti-fibrotic effects in the Ang II-induced mice. Notably, compared to controls, Tec treatment alone did not significantly alter myocardial tissue morphology or fibrosis levels, indicating that Tec therapy possesses favourable safety. Furthermore, Tec treatment alone did not affect mouse body weight, kidney weight, liver weight, or serum levels of ALT, AST, urea nitrogen, and creatinine (Supplementary Figures S6A–G). Collectively, these results indicate Tec treatment markedly ameliorates Ang II-induced pathological cardiac hypertrophy and myocardial fibrosis.

**FIGURE 2:**
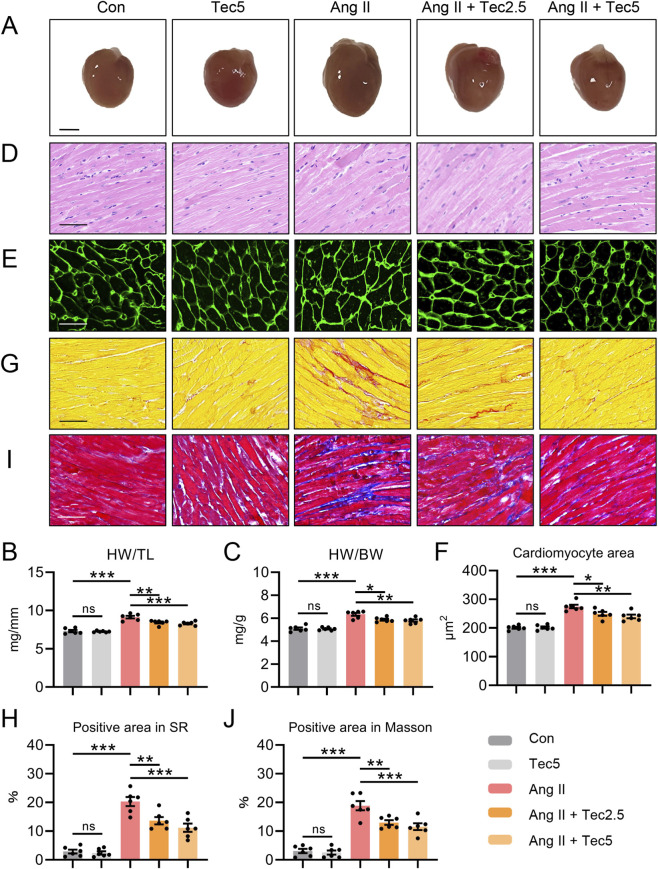
Tec ameliorates Ang II-induced pathological cardiac hypertrophy and myocardial fibrosis in mice **(A)** Gross image of the heart. Scale bar = 2 mm. **(B)** HW/TL ratio in the indicated groups. **(C)** HW/BW ratio in the indicated groups. **(D)** The representative H&E results in the indicated groupss. Scale bar = 50 μm. **(E)** The representative image of WGA results. Scale bar = 25 μm. **(F)** Quantitative analysis of panel **(E) (G)** The representative Sirius red staining results. Scale bar = 50 μm. **(H)** Quantitative analysis of panel **(G) (I)** The representative Masson staining results. Scale bar = 50 μm. **(J)** Quantitative analysis of panel **(I)** N = 6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

### 3.3 Tec improves Ang II-induced myocardial injury and myocardial inflammation

Ang II infusion frequently induces myocardial injury and chronic inflammation. Therefore, we further investigated the effects of Tec on Ang II-induced myocardial injury and myocardial inflammation levels. First, serum samples were collected from each group for ANP detection. As anticipated, Ang II treatment elevated serum ANP levels. However, following Tec administration, ANP levels in the treated group of mice decreased significantly in a dose-dependent manner (Figure 3A). These findings further demonstrate that Tec mitigates the severity of Ang II-induced heart failure and myocardial injury in mice. Additionally, we measured serum IL-1β levels, revealing that Tec significantly reduced serum IL-1β levels in mice following Ang II induction. (Figure 3B). Similar findings were observed in serum IL-6 (Figure 3C) and TNF-α (Figure 3D) assays. We also examined the level of macrophage infiltration in myocardial tissue, finding that Ang II treatment led to increased macrophage infiltration, whereas Tec treatment suppressed this pathological process (Supplementary Figures S7A,B). Collectively, these data demonstrate that Tec significantly ameliorates Ang II-induced myocardial injury and inflammation.

**FIGURE 3:**
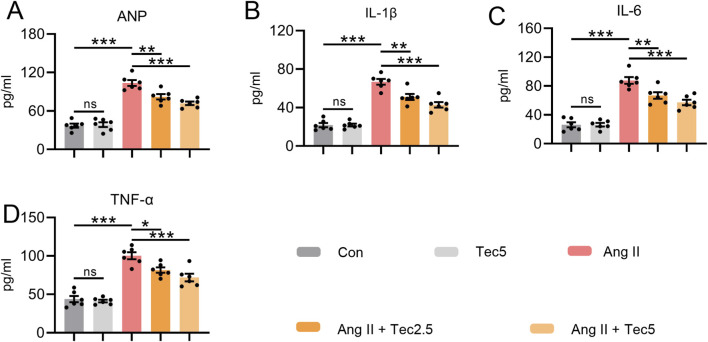
Tec improves Ang II-induced myocardial injury and myocardial inflammation Mice received Ang II infusion over a 4-week period, with Tec treatment administered concurrently during the final 2 weeks. **(A)** ANP levels in mice serum. **(B)** IL-1β levels in serum. **(C)** IL-6 levels in serum. **(D)** TNF-α levels in serum. N = 6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

### 3.4 Tec can bind to STING via the Ser161 of STING

To further investigate the mechanism by which Tec exerts its cardioprotective effects, we first performed RNA sequencing on cardiac tissue from Ang II and Ang II + Tec groups, followed by volcano plot analysis (Figure 4A) and heatmap analysis (Figure 4B). 

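RNA was sequenced from the hearts of 3 male mice of the Ang II group and 3 of the Ang II + Tec group. The mice were 8 weeks old at the start and received Ang II at 1 μg/kg/min for 4 weeks, and those of the Ang II + Tec group received Tec at 5 mg/kg for the final 2 weeks. The authors removed adapters and low-quality reads with Cutadapt and deposited, for each gene and library, its FPKM, the number of fragments relative to the length of the transcript and the total of mapped fragments. The paper's text names neither the aligner nor the genome build. The gene coordinates match those of GENCODE release M21 on GRCm38 for 27947 of the 30832 genes that both list (90.6%). The table holds 30914 genes, of which 3154 are at 0 in all 6 libraries. FPKM keep no total of reads, so they give the depth of a library only relative to the others, from the spacing of its lowest values. This relative depth ranged from 0.941 to 1.27 (0.941 in replicate 1 and 1.27 in replicate 2 of the Ang II + Tec group). The sums of FPKM were 516699, 517381 and 592733 in the Ang II group and 623787, 581800 and 629989 in the Ang II + Tec group. Transcripts of the mitochondrial genome made up 41.3%, 40.1% and 48.9% of them in the Ang II group and 51.3%, 49.6% and 52.5% in the Ang II + Tec group. The mitochondrial gene mt-Co3 and the pseudogene Gm28437 had nearly the same FPKM in every library (20031 and 19971 in Ang II replicate 1). Reads of near-identical copies may therefore have been counted at both or divided between them, which was not tested.

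The 13089 genes with an FPKM of at least 0.5 in at least 3 libraries were tested on the scale of log2(FPKM + 1) with limma. This scale understates the fold change of genes with low FPKM. A gene was called differentially expressed at an absolute log2 fold change of at least 1 and an adjusted p-value under 0.05 (Benjamini-Hochberg), the limits drawn in Fig. 4A. With 3 mice against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, and limma goes lower by sharing the estimate of the spread between genes. The first principal component of the tested genes held 68.7% of the variance. Ang II replicates 1 and 2 lay at -31.2 and -46.1 on it, Ang II replicate 3 at 19.2, and the Ang II + Tec replicates at 28.6, 2.39 and 27.04, so the component did not separate the groups.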

Results indicated that, compared with the Ang II group, the Ang II + Tec group exhibited marked alterations in the gene expression profile. 

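Of the 13089 genes tested, 21 were differentially expressed between the Ang II + Tec group and the Ang II group, 11 of them higher and 10 lower with Tec (limma with Benjamini-Hochberg adjustment). Without the limit on the fold change, 24 genes had an adjusted p-value under 0.05, and 2439 had an unadjusted p-value under 0.05. The number of differentially expressed genes rested on single libraries. It was 544 without Ang II replicate 3, 3 without Ang II replicate 1 and 6 without Ang II replicate 2. Without replicate 1, 2 or 3 of the Ang II + Tec group it was 0 in each case, with 1219, 2324 and 1172 genes at an unadjusted p-value under 0.05. The groups did not overlap in 21.8% of the tested genes, against the 10% that chance gives. The median log2 fold change of all tested genes was -0.17, and it was -0.014 once each library was rescaled by the median of its ratios to the other libraries, which left 18 differentially expressed genes, 9 higher and 9 lower.

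Among the differentially expressed genes with no overlap between the groups and a mean of at least 1 FPKM in a group, Atp2a1 (ENSMUSG00000030730, chromosome 7 from 126445858 to 126463108), which encodes a calcium pump of the sarcoplasmic reticulum, had an FPKM of 0.0800 ± 0.0173 (SD, n = 3) in the Ang II group and 7.09 ± 0.685 (SD, n = 3) in the Ang II + Tec group, a log2 fold change of 2.90 (standard error 0.11, limma adjusted p-value 0.000251). The short mitochondrial RNAs mt-Tg and mt-Tr rose by log2 fold changes of 4.61 (standard error 0.28) and 2.09 (standard error 0.19). One of the Nnt gene models (ENSMUSG00000116207, chromosome 13 from 119335528 to 119408952) was listed at 0 in the 3 Ang II libraries and at 38.8, 32.02 and 81.9 FPKM in the Ang II + Tec libraries. It overlaps a longer Nnt model (ENSMUSG00000025453), and the sum of both was 62.3 ± 21.5 FPKM (SD, n = 3) in the Ang II group and 69.3 ± 13.8 (SD, n = 3) in the Ang II + Tec group, a difference within the spread between replicates. Olfr1033 was listed at 0 in the 3 Ang II libraries and at 1.78, 3.56 and 2.68 FPKM in the Ang II + Tec libraries. The largest decreases among the differentially expressed genes of this kind were those of Rps3a2 (-4.13, standard error 0.37), Tpm3-rs7 (-2.93, standard error 0.37), Tspan8 (-1.81, standard error 0.15), Gm14292 (-1.56, standard error 0.20) and Rab4a (-1.36, standard error 0.14). Rps3a2 and Gm14292 are annotated as processed pseudogenes, whose reads can be shared with their parent genes.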

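For the cGAS-STING pathway, a list of 47 genes present in the table was written before the data were examined, because the table's own pathway annotation holds no set of that name, and 39 of them were tested. The mean log2 fold change of the 39 genes was -0.35, and 35 of them were lower in the Ang II + Tec group. Of all tested genes 80% were lower, with a mean log2 fold change of -0.19. After rescaling by the median of ratios the mean of the set was -0.19. The libraries overlapped between the groups. The mean of log2(FPKM + 1) over the set was 2.38, 2.44 and 1.97 in the Ang II replicates and 1.85, 2.01 and 1.87 in the Ang II + Tec replicates, so Ang II replicate 3 lay below Ang II + Tec replicate 2. In a preranked GSEA by log2 fold change (fgsea), the normalized enrichment score was -1.55, with a p-value of 0.00758. The adjusted p-value was 0.0114 over the 3 sets examined here (cGAS-STING pathway, inflammatory response and NFκB pathway) and 0.0533 over 281 sets, among which the pathway ranked 40. Without Ang II + Tec replicate 2 the p-value adjusted over the 3 sets was 0.0576. Its range was 0.00268 to 0.478 over 14 alternatives and 0.00271 to 0.0576 over the fits without 1 library. The alternative that moved the score most, chosen after seeing the data, was the Reactome set of cytosolic DNA sensors, with a score of -1.02 and an adjusted p-value of 0.478.

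GSEA on a ranked list treats genes as independent, and limma's camera allows for a preset correlation between them. With camera, the adjusted p-value of the set was 0.0361 over the 3 sets and 0.134 over the 281 sets. The first value ranged from 0.000147 to 0.858 over 12 alternatives, and was 0.0610 without Ang II replicate 1, 0.0833 without Ang II replicate 2 and 0.1203 without Ang II + Tec replicate 2. Under fry the adjusted p-values of the 3 sets were 0.172, 0.172 and 0.208, and with the correlation estimated from the libraries they were 0.858 for each set, so the camera calls of the cGAS-STING pathway and the inflammatory response did not hold under either. Fry had 0 of the 281 sets at an adjusted p-value under 0.05 and 5 at an unadjusted one. The unadjusted fry p-values of the 3 sets were 0.102, 0.115 and 0.208. The estimated correlations within them were 0.50, 0.40 and 0.54, against the preset 0.01. The camera calls therefore rest on the preset value, and shifts beyond the variation between mice were not shown for these sets.

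Of the single genes, Sting1 (chromosome 18 from 35733679 to 35740489) had an FPKM of 2.27 ± 1.03 (SD, n = 3) in the Ang II group and 1.06 ± 0.147 (SD, n = 3) in the Ang II + Tec group, a log2 fold change of -0.62 (standard error 0.24, limma adjusted p-value 0.250). Its 3 Ang II values were 2.65, 3.06 and 1.11, the last of which lay below the 1.22 of Ang II + Tec replicate 2. Cgas, at 0.367 ± 0.117 (SD, n = 3) and 0.2 ± 0.0529 FPKM (SD, n = 3), was below the limit for testing. Tbk1 changed by -0.21 (standard error 0.12). The lowest genes of the set were Isg15 (-1.33, standard error 0.42), Irf7 (-0.96, standard error 0.23) and Enpp1 (-0.89, standard error 0.37), which were chosen after their values were seen. Of the 39 genes, 0 were differentially expressed and 14 had an unadjusted p-value under 0.05.

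**Figure D1:**
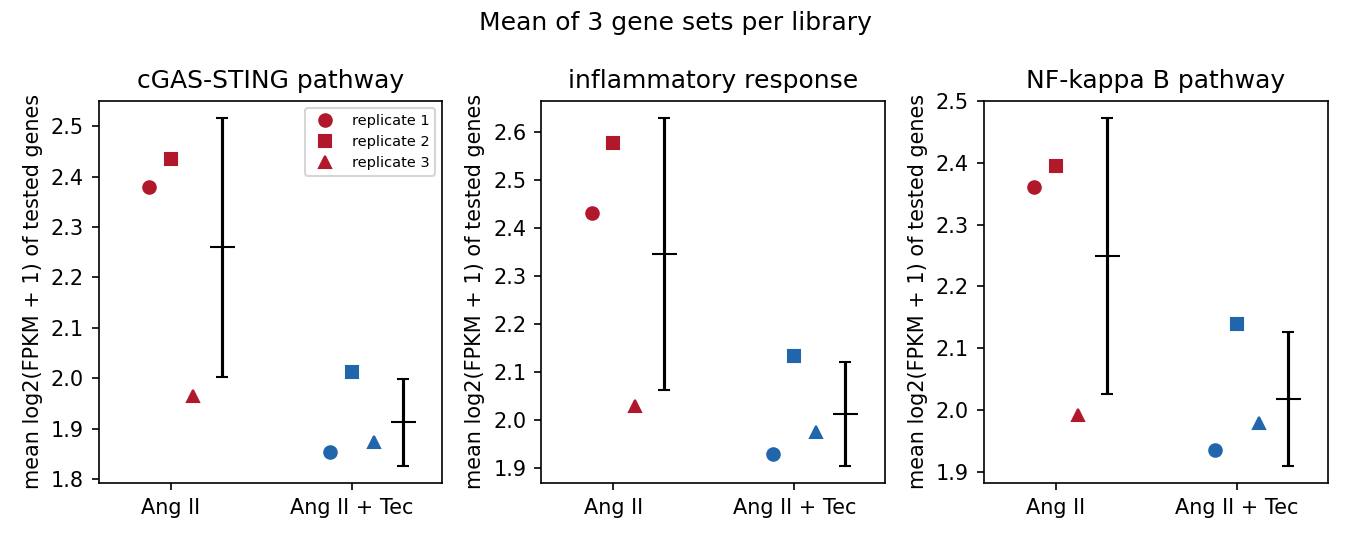
Mean of log2(FPKM + 1) over the tested genes of the cGAS-STING pathway, the inflammatory response and the NFκB pathway in each library of the Ang II and Ang II + Tec groups. Symbols stand for replicates, horizontal bars for group means and whiskers for the SD of 3 mice, and the vertical axes do not start at 0. Ang II replicate 3 lies among the Ang II + Tec replicates in all 3 panels, at 1.97, 2.03 and 1.99.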

More importantly, GSEA revealed that the cGAS-STING signaling pathway ranked among the top ten most significantly altered pathways and was markedly downregulated following Tec treatment (Figure 4C; Supplementary Table S2). Meanwhile, the “inflammatory response” gene set was also downregulated (Figure 4D). 

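The inflammatory response was taken as the genes that the table annotates with the Gene Ontology term of that name, 315 genes of which 171 were tested. Of these, 150 were lower in the Ang II + Tec group, with a mean log2 fold change of -0.33, and of -0.18 after rescaling by the median of ratios. The normalized enrichment score was -1.65, with a p-value of 6.62e-07 and an adjusted p-value of 1.99e-06 over the 3 sets and 1.69e-05 over the 281 sets. The score was negative under each of 13 alternatives, from -2.03 to -1.46, with adjusted p-values from 3.29e-09 to 0.000243, and in each fit without 1 library. The camera call was less stable. Its adjusted p-value of 0.0361 over the 3 sets became 0.132 over the 281 sets, 0.0610 without Ang II replicate 1, 0.0833 without Ang II replicate 2 and 0.165 without Ang II + Tec replicate 2. Its range over 11 alternatives was 0.000885 to 0.858. Of the 171 genes, 43 had an unadjusted p-value under 0.05 and 0 were differentially expressed. The genes with the largest decreases were Ccl8 (-1.91, standard error 0.48), Loxl3 (-1.74, standard error 0.57) and Thbs1 (-1.73, standard error 0.89). Ccl8 had an FPKM of 6.33, 9.40 and 1.41 in the Ang II replicates and 0.430, 0.550 and 0.570 in the Ang II + Tec replicates, whereas Thbs1, at 1.41 FPKM in Ang II replicate 3, overlapped the Ang II + Tec group.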

Notably, recent studies have reported that cGAS/STING pathway can mediate cardiac inflammation and thereby contribute to the development of pathological cardiac hypertrophy (Cheng et al., 2025; Dan et al., 2020; Patrick Kwabena et al., 2022). Thus, we speculated that Tec acts through either cGAS or STING to regulate myocardial inflammation and pathological cardiac hypertrophy. We then applied the DARTS assay, a proven method for identifying drug target proteins. Based on previously reported literature (Bozhi et al., 2023; Jibo et al., 2024), NIH/3T3 cells, a commonly used tool cell line in cardiovascular research, were selected for exogenous experiments in this study. Subsequently, STING and cGAS were individually overexpressed via plasmid transfection. Western blot analysis revealed that Tec treatment significantly increased the pronase resistance of the STING protein (Figure 4E; Supplementary Figure S8A), but failed to alter cGAS pronase resistance (Figure 4F; Supplementary Figure S8B). This specific stabilization preliminarily suggested that STING, rather than cGAS, might be the direct binding target of Tec. To validate this potential interaction, we repeated the DARTS assay in Ang II-induced primary cardiomyocytes. Consistent with our hypothesis, pronase-treated samples in the Tec group retained significantly higher STING expression compared to the control group (Figure 4G). We further collected Ang II-induced mouse cardiac tissue for DARTS analysis. Consistent with our hypothesis, Tec administration enhanced pronase resistance of STING (Figure 4H). Also, exogenous CETSA analysis indicates that Tec significantly enhances the thermal stability of exogenous STING, thereby delaying its degradation process (Figure 4I; Supplementary Figure S8C). Similarly, we observed this phenomenon in Ang II-induced heart tissue samples (Figure 4J). To confirm direct interaction between Tec and STING, we employed SPR detection, which indicated the binding affinity is 1.04 × 10^−4^ M, suggesting a stable interaction between Tec and STING (Figure 4K). Moreover, drug-protein docking analysis with the highest binding energy result indicated that Tec likely interacts with STING via its serine residue at position 161 (Figure 4L). DARTS experiments revealed that when STING Ser161 was mutated to alanine, Tec no longer significantly affected STING protein stability (Figure 4M). Furthermore, we conducted CETSA experiments using the STING-S161A plasmid. The results demonstrated that when the serine at position 161 of STING was mutated to alanine, the effect of Tec in enhancing the thermal stability of the STING protein was no longer significant (Supplementary Figure S8D,E). In summary, Tec can bind to STING via the Ser161 of STING.

**FIGURE 4:**
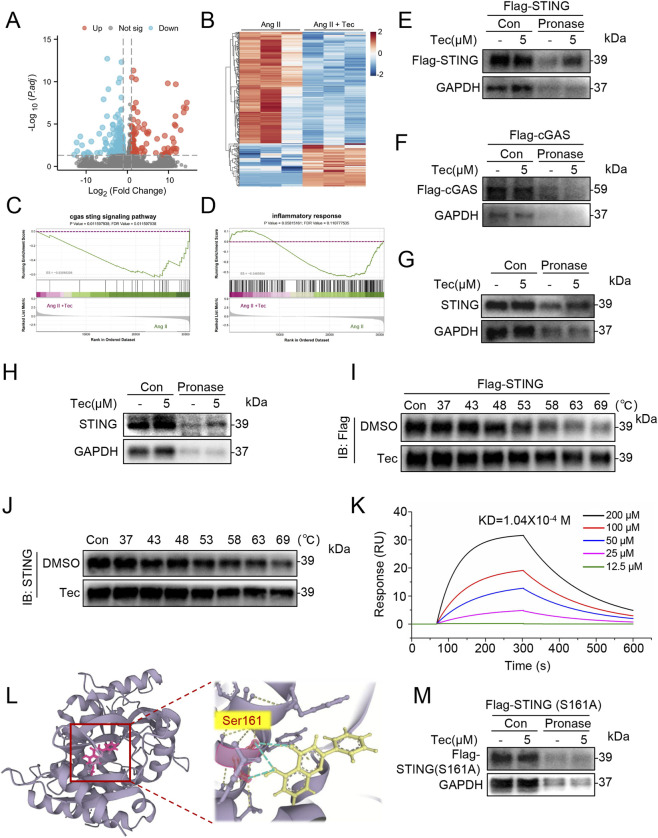
Tec can bind to STING via the Ser161 of STING. **(A)** Volcano plot analysis results of the RNA sequencing. **(B)** Heatmap analysis results of the RNA sequencing. **(C)** GSEA analysis of the “cgas sting signaling pathway” in the comparison between the Ang II and Ang II + Tec groups. **(D)** GSEA analysis of the “inflammatory response” in the comparison between the Ang II and Ang II + Tec groups. **(E)** Following transfection of NIH/3T3 cells with Flag-STING for 24 h, the collected lysates were subjected to DARTS analysis. **(F)** Following transfection of Flag-cGAS for 24 h, the NIH/3T3 cells were subjected to DARTS analysis. **(G)** Primary cardiomyocytes were stimulated with Ang II for 48 h, after which lysates were collected for DARTS analysis. **(H)** DARTS experiment using heart tissue treated with Ang II for 4 weeks. **(I)** Following transfection with Flag-STING for 24 h, the NIH/3T3 cells were subjected to CETSA analysis. **(J)** Primary cardiomyocytes were treated with Ang II for 48 h, followed by CETSA analysis to detect STING-Tec interactions. **(K)** SPR analysis results for Tec and STING. **(L)** Molecular docking results for Tec and STING. **(M)** Following transfection with Flag-STING-S161A for 24 h, the NIH/3T3 cells were subjected to DARTS analysis.

### 3.5 Tec inhibits Ang II-induced STING phosphorylation and reduce the activation of its downstream NFκB pathway

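Among the genes that the deposited table annotates with the KEGG NFκB signaling pathway, 66 were tested, and 58 of them were lower in the Ang II + Tec group, with a mean log2 fold change of -0.23, close to the mean of all tested genes. After rescaling by the median of ratios the mean of the set was -0.075. The normalized enrichment score was -1.31, with a p-value of 0.0616, an adjusted p-value of 0.0616 over the 3 sets and of 0.209 over 281 sets, so the set was not past the threshold. Leaving out 1 library brought the set past the threshold in 2 of 6 fits, with an adjusted p-value over the 3 sets of 0.0205 without Ang II replicate 3 and of 0.0170 without Ang II + Tec replicate 3. It was highest, at 0.388, without Ang II replicate 1. The score stayed negative, between -1.67 and -1.02, over 13 alternatives with adjusted p-values from 0.00167 to 0.413, and 6 of these were under 0.05. The camera p-value adjusted over the 3 sets was 0.373, with a range of 0.00272 to 0.858 over 11 alternatives. Relb, Nfkb2 and Rela changed by log2 fold changes of -0.21 (standard error 0.18), -0.27 (standard error 0.21) and -0.12 (standard error 0.19). Each change was within the spread between replicates. Without 1 library, Relb ranged from -0.41 (without Ang II replicate 3) to -0.10 (without Ang II replicate 2). Nfkb2 ranged from -0.49 (without Ang II replicate 3) to -0.11 (without Ang II replicate 1). Relb and Nfkb2 were at -0.086 and -0.11 after rescaling by the median of ratios. Rela was higher with Tec after rescaling by the median of ratios (0.076) and after quantile normalization (0.10), and was 0.0034 higher without Ang II + Tec replicate 3. Ikbkb changed by -0.086 (standard error 0.11), with the opposite sign under both of these scalings (0.020 and 0.068). Nfkbia, which encodes IκBα, rose by 0.21 (standard error 0.16). Of the 66 genes, 0 were differentially expressed and 8 had an unadjusted p-value under 0.05.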

To investigate the downstream mechanisms after Tec targets STING, we performed GSEA on inflammation-related pathways, which revealed that Tec treatment significantly suppressed the NFκB pathway (Figure 5A). As an upstream regulator of the NFκB pathway, STING promotes pathway activity through its phosphorylation and activation, which leads to the development of cardiac inflammation and hypertrophy (Lintao et al., 2023; Zimin et al., 2024). Consequently, we proceeded to evaluate the effect of Tec on STING-NFκB pathway. First, we applied Tec to cardiomyocytes and assessed STING phosphorylation, IκBα degradation, and P65 nuclear translocation. The results showed that Tec treatment significantly suppresses Ang II-induced activation of the STING/NFκB pathway in cardiomyocytes (Figures 5B–E). Concurrently, we examined expression levels of STING/NFκB signalling pathway-associated proteins in animal tissues. Consistently, we observed significant suppression of STING phosphorylation and NFκB pathway activation in the Tec + Ang II group compared to the Ang II group (Figures 5F–I). Furthermore, the changes in STING/NFκB pathway-related genes observed in the sequencing data (Ang II + Tec group vs. Ang II group) further demonstrate the inhibitory effect of Tec on this pathway (Supplementary Table S3). Both *in vivo* and *in vitro* experiments indicate that Tec significantly ameliorates Ang II-induced activation of the STING-NFκB pathway. 

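Each of the 20 genes of Supplementary Table S3 had a lower mean in the Ang II + Tec group on the scale of log2(FPKM + 1). Without Ang II replicate 2 the number was 19, since Il1b was then higher, and after quantile normalization it was 19, since Icam1 was then higher. The 16 genes above the limit for testing included 0 with an adjusted p-value under 0.05, the lowest being 0.154, and 6 with an unadjusted p-value under 0.05. Adjusted over the list alone, 1 gene passed, Aurkb (0.0148), which is independent evidence only if the list was chosen without these samples. The groups did not overlap in 4 of the 20 genes, all lower with Tec, where chance gives 10% in either direction and 21.8% of all tested genes did not overlap. Col1a1 (chromosome 11 from 94936224 to 94953042) had an FPKM of 63.4 ± 49.5 (SD, n = 3) in the Ang II group and 5.36 ± 2.34 (SD, n = 3) in the Ang II + Tec group, a log2 fold change of -2.75 (standard error 0.90, limma adjusted p-value 0.228). The Ang II values were 82.7, 100.4 and 7.09, so the third lay within the range of the treated hearts, and without Ang II replicate 3 the log2 fold change was -3.91. Col3a1 changed by -2.72 (standard error 0.80), and by -3.76 without Ang II replicate 3, and both were then differentially expressed. Without Ang II replicate 2 the changes of Col1a1 and Col3a1 were smaller, at -2.09 and -2.06. Nppa, which encodes ANP, had an FPKM of 5093 ± 4619 (SD, n = 3) and 1507 ± 1760 (SD, n = 3) (-1.69, standard error 1.59), and Nppb had 708 ± 602 (SD, n = 3) and 330.1 ± 205 (SD, n = 3) (-0.88, standard error 0.91), differences that did not exceed the spread between mice. Nppa changed by -3.30 without Ang II replicate 3 and by -0.42 without Ang II + Tec replicate 3, and Nppb by -1.80 and -0.13 in the same fits. The atrial gene Myl7 was at 419, 332 and 0 FPKM in the Ang II replicates and at 0, 1040 and 1.58 FPKM in the Ang II + Tec replicates, so atrial transcripts were present in libraries of both groups. Myh7 changed by -0.59 (standard error 0.40), by -1.002 without Ang II replicate 3 and by -0.16 without Ang II replicate 1. Irgm2 changed by -0.45 (standard error 0.19), Igtp by -0.36 (standard error 0.23) and Tradd by -0.63 (standard error 0.22). After rescaling by the median of ratios these changes were -0.27, -0.18 and -0.47. That of Igtp was -0.17 without Ang II + Tec replicate 1 and -0.56 without Ang II + Tec replicate 3. Tnf, Il1b, Tnfsf14 and Ticam2 had mean FPKM of 0.150, 0.153, 0.0667 and 0.263 in the Ang II group, below the limit for testing. The paper states that these changes, beside its immunoblots of the pathway's proteins, show an inhibitory effect of Tec on the STING/NFκB pathway.

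**Figure D2:**
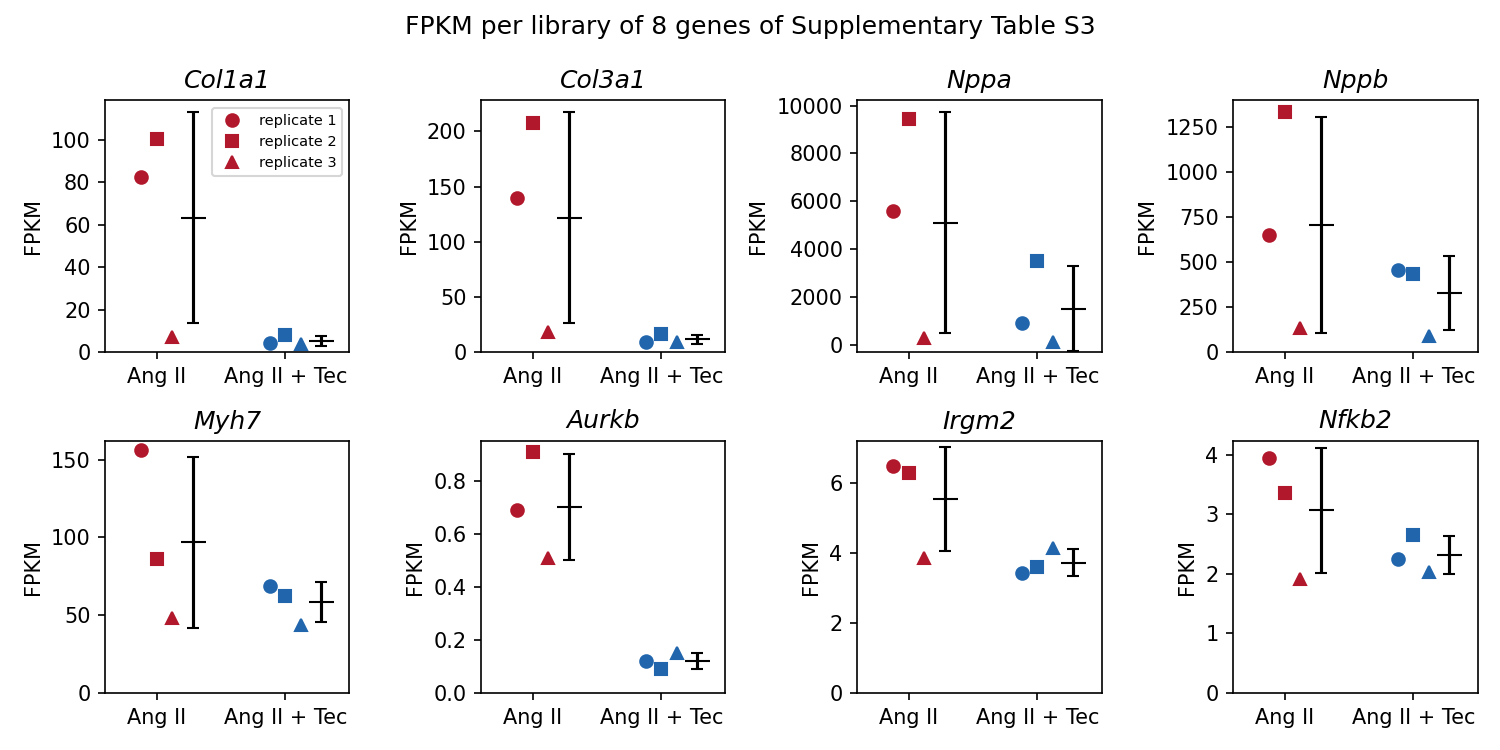
FPKM of 8 genes of Supplementary Table S3 in each library of the Ang II and Ang II + Tec groups. Symbols stand for replicates, horizontal bars for group means and whiskers for the SD of 3 mice. For Col1a1, Ang II replicates 1 and 2 lie at 82.7 and 100.4 FPKM and Ang II replicate 3 at 7.09, close to the Ang II + Tec replicates.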

In summary, Tec inhibits Ang II-induced STING phosphorylation and reduces NFκB pathway activation.

**FIGURE 5:**
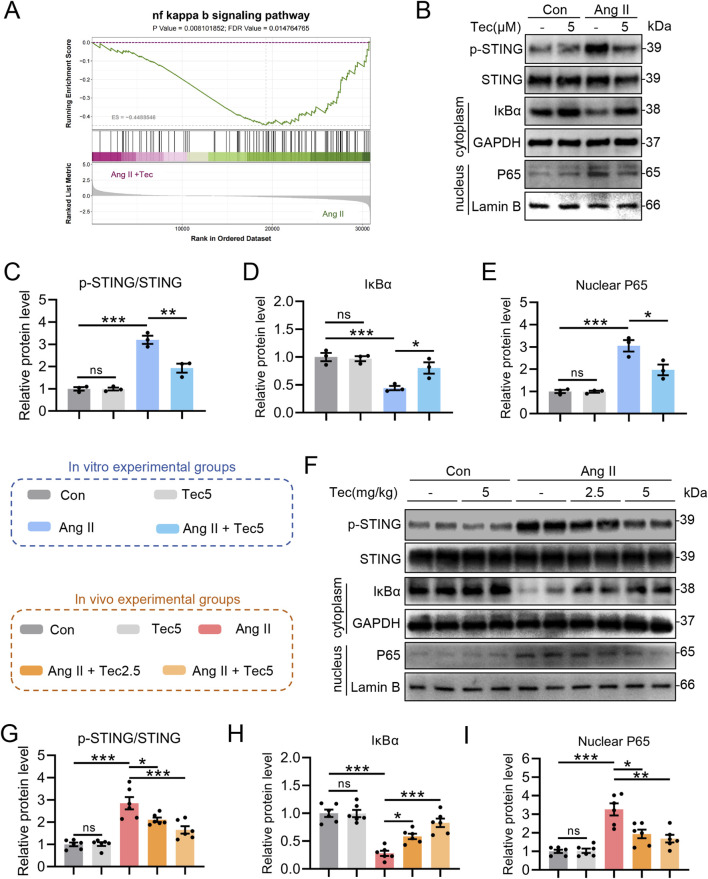
Tec inhibits Ang II-induced STING phosphorylation and reduce the activation of its downstream NFκB pathway. **(A)** GSEA analysis of the NFκB pathway in the comparison between the Ang II and Ang II + Tec groups. **(B)** After pretreatment with Tec for 1 h, the primary cardiomyocytes were stimulated with Ang II for 48 h. Representative immunoblotting results for the STING-NFκB pathway. **(C)** Quantitative analysis of phosphorylated STING. **(D)** Quantitative analysis of IκBα. **(E)** Quantitative analysis of nuclear P65. **(F)** Representative immunoblotting results for the STING-NFκB pathway in the heart tissue of mice. **(G)** Quantitative analysis of phosphorylated STING in heart tissue. **(H)** Quantitative analysis of IκBα in heart tissue. **(I)** Quantitative analysis of nuclear P65 in heart tissue. For *in vitro* experiments, N = 3. For the *in vivo* experiments, N = 6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

### 3.6 The STING inhibitor H151 eliminates the improvement of tec in cardiac function, left ventricular hypertrophy, and myocardial injury in mice

To further clarify the role of STING in Tec-mediated treatment of pathological cardiac hypertrophy, as depicted in Figure 6A, we administered the STING inhibitor H151 to mice. Initially, cardiac function was assessed in each group. Consistent with prior findings, Tec significantly alleviated Ang II-induced cardiac dysfunction, as evidenced by EF and FS (Figures 6B–D). Yet, compared with the Ang II + H151 group, the Ang II + H151+Tec group showed no significant difference in EF or FS values (p > 0.05) (Figures 6B–D). Interestingly, we observed a similar outcome for LVPW; d. Tec significantly ameliorated Ang II-induced increases in LVPW; d. However, no significant difference in LVPW; d was observed between mice in the H151+Ang II group and those in the H151+Ang II + Tec group (p > 0.05) (Figure 6E). Furthermore, serum samples were collected from all groups and analysed for marker of heart failure and myocardial injury. The results showed that Tec significantly reduced the Ang II-induced elevation in serum ANP (p < 0.05) (Figure 6F). Nevertheless, compared with the H151+Ang II group, the addition of Tec in the H151+Ang II + Tec group no longer significantly improved this parameter in mice (p > 0.05) (Figure 6F). Notably, H151 alone can largely replicate the beneficial effects of Tec on Ang II-induced cardiac function, left ventricular hypertrophy, and myocardial injury in mice. On this basis, the additional administration of Tec does not confer further protective benefits, indicating that the mitigation of Tec (H151+Tec) in Ang II-induced cardiac dysfunction, left ventricular hypertrophy, and myocardial injury depends on STING activation.

**FIGURE 6:**
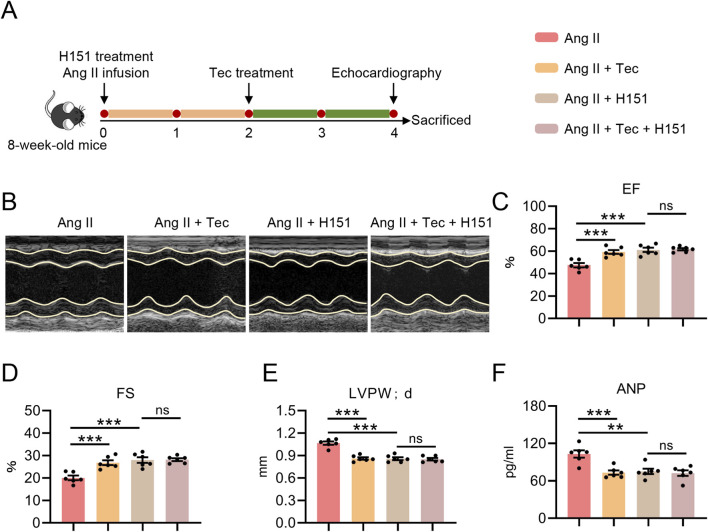
The STING inhibitor H151 eliminates the improvement of Tec in cardiac function, left ventricular hypertrophy, and myocardial injury in mice. **(A)** Schematic diagram of STING inhibitor H151 experimental workflow. Mice received a 4-week infusion of Ang II along with H151 treatment (4 μg/kg i. p.) from the outset, and were additionally treated with Tec (5 mg/kg i. p.) during the final 2 weeks. **(B)** Representative echocardiographic images for each group of mice. **(C)** EF in the indicated groups. **(D)** FS in the indicated groups. **(E)** Left ventricular posterior wall thickness at diastole of mice. **(F)** ANP levels in mice serum. N = 6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

### 3.7 The STING inhibitor H151 eliminates the therapeutic effects of Tec on Ang II-induced pathological cardiac hypertrophy, myocardial fibrosis, and myocardial inflammation in mice

Subsequently, we collected hearts from each group of mice for macroscopic examination. The results were consistent with previous findings showing that Tec significantly ameliorated Ang II-induced cardiac enlargement, whereas no significant change in cardiac volume was observed between H151+Ang II group and H151+Ang II + Tec group (Figure 7A). Similar outcomes were observed for the HW/TL ratio and HW/BW ratio (Figures 7B,C). Subsequent H&E and WGA staining of cardiac tissue showed that, consistent with prior findings, Tec treatment significantly alleviated Ang II-induced myocardial fiber thickening and cardiomyocyte cross-sectional area enlargement (p < 0.05). However, We did not observe significant differences in the myocardial fiber and cardiomyocyte cross-sectional area between the H151+Ang II group and the H151+Ang II + Tec group (p > 0.05) (Figures 7E,F). Similar results were also observed in our detection of mRNA levels for Myh7, Anp, and Bnp in myocardial tissue (Supplementary Figure S9A–C). Masson and Sirius red staining further demonstrate that Tec significantly ameliorated Ang II-induced myocardial fibrosis (p < 0.05). Yet, compared with the H151+Ang II group, the H151+Ang II + Tec group showed no further improvement in collagen deposition area (p > 0.05) (Figures 7G–J). Immunohistochemical analysis of Col-1 in myocardial tissue also revealed the aforementioned pathological alterations across all groups (Supplementary Figure S10A,B). Furthermore, we assessed inflammatory levels in serum. ELISA results indicated that Tec significantly suppressed Ang II-induced increases in IL-1β, IL-6, and TNF-α levels. Nevertheless, no significant differences were observed between the H151+Ang II group and the H151+Ang II + Tec group for these markers (p > 0.05). (Figures 7K–M). Similarly, we observed that although Tec significantly reduced the positive area in F4/80 immunohistochemistry, the positive area in the H151+Ang II + Tec group showed no significant change compared to the H151+Ang II group (Supplementary Figure S11A,B). Finally, we detected changes in the NFκB pathway in myocardial tissue. The results of Western blot showed that Tec significantly activates the NFκB pathway (p < 0.05). Furthermore, adding Tec (H151+Ang II + Tec group) to the H151 treatment (H151+Ang II group) does not further inhibit the NFκB pathway (p > 0.05) (Figures 7N–P). Similarly, H151 alone can largely replicate the inhibitory effects that Tec exerts on Ang II-induced pathological myocardial hypertrophy, myocardial fibrosis, myocardial inflammation, and NFκB pathway activation in mice. However, adding Tec on top of this does not provide additional beneficial effects. These results indicate that the inhibitory effects of Tec on Ang II-induced pathological myocardial hypertrophy, myocardial fibrosis, myocardial inflammation, and NFκB pathway activation also depend on STING activation.

**FIGURE 7:**
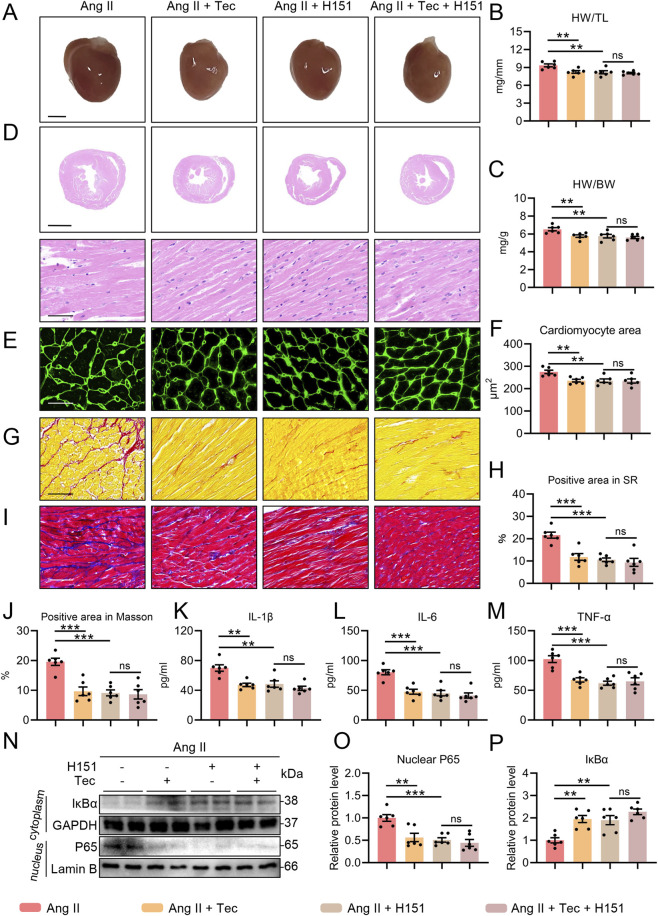
The STING inhibitor H151 eliminates the therapeutic effects of Tec on Ang II-induced pathological cardiac hypertrophy, myocardial fibrosis, and myocardial inflammation in mice. **(A)** Gross image of the heart. Scale bar = 2 mm. **(B)** HW/TL ratio in the indicated groups. **(C)** HW/BW ratio in the indicated groups. **(D)** The representative H&E results under low (Scale bar = 2 mm) and high (Scale bar = 50 μm) magnification. **(E)** The representative image of WGA results. Scale bar = 25 μm. **(F)** Quantitative analysis of panel **(E) (G)** The representative Sirius red staining results. Scale bar = 50 μm. **(H)** Quantitative analysis of panel **(G) (I)** The representative Masson staining results. Scale bar = 50 μm. **(J)** Quantitative analysis of panel **(I) (K)** The level of serum IL-1β. **(L)** The level of serum IL-6. **(M)** The level of serum TNF-α. **(N)** Representative immunoblotting results for the IκBα and nuclear P65 in the heart tissue of mice. **(O)** Quantitative analysis of IκBα. **(P)** Quantitative analysis of nuclear P65. N = 6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

### 3.8 STING is crucial for tec in defending against Ang II-induced NFκB pathway activation and cardiomyocyte hypertrophy *in vitro*

To further elucidate the mechanism by which Tec exerts its anti-Ang II-induced cardiac hypertrophy effects, we constructed siRNA targeting STING and applied it to cardiomyocytes, subsequently treating the cells with either Tec or Ang II. Western blot analysis revealed that Tec significantly inhibited activation of the STING/NFκB pathway. However, in STING-knockdown cells, the inhibitory effect of Tec on STING/NFκB pathway activation was no longer significant (Supplementary Figure S12A). Furthermore, we assessed mRNA levels of Myh7, Anp, and Bnp across groups, revealing that Tec significantly suppressed expression of these three cardiac hypertrophy-associated genes. Nevertheless, no significant differences in transcription levels of Myh7, Anp, or Bnp were observed between the Tec + Ang II group and the Tec + Ang II + siSTING group (Supplementary Figure S12B–D). In summary, these findings indicate that STING is crucial for the inhibitory effects of Tec on Ang II-induced NFκB pathway activation and cardiomyocyte hypertrophy *in vitro*.

## 4 Discussion

In this study, we employed Ang II-induced mice as an *in vivo* model to investigate pathological cardiac hypertrophy. We observed that Tec treatment exerted a protective effect against Ang II-induced cardiac hypertrophy, manifested in alleviating cardiac dysfunction, inhibiting myocardial fibrosis, pathological cardiac hypertrophy, and myocardial inflammation. Through SPR, DARTS, and CETSA assays, STING was identified as a binding protein of Tec. Furthermore, *in vivo* and *in vitro* experiments demonstrated that Tec inhibits activation of the STING-NFκB pathway. Utilising the STING inhibitor H151 further confirmed that STING is a critical mediator through which Tec exerts its cardioprotective effects.

Pathological cardiac hypertrophy and heart failure have long been a major global health burden, posing a serious threat to human life and wellbeing. Although cardiac hypertrophy itself represents an adaptive response to mechanical overload or neuroendocrine signalling, failure to control it promptly frequently leads to heart failure, arrhythmias, and ultimately cardiac decompensation (Jibo et al., 2025). Ang II is the most crucial effector within the RAS. Its prolonged action on the heart induces a persistent inflammatory state, which in turn leads to myocardial fibrosis and further exacerbates heart failure (Abhi, Shubham, Ajay, Anupam and Trayambak, 2023). Therefore, suppressing the myocardial inflammatory response is currently one of the key therapeutic strategy for Ang II-induced pathological cardiac hypertrophy (Shiju et al., 2023; Shyam S et al., 2018). Traditional Chinese medicine-derived small-molecule active compounds have garnered significant attention from drug developers due to their low toxicity and readily available raw materials (Yanghao et al., 2022). Our experiments revealed through a series of studies that Tec significantly alleviates Ang II-induced myocardial inflammation. Furthermore, it also improves myocardial fibrosis, pathological hypertrophy, and cardiac dysfunction, confirming its therapeutic potential in Ang II-induced pathological hypertrophy and heart failure. In addition to its significant anti-inflammatory activity, Tec also exhibits antioxidant, anticancer, anti-osteoporotic, and metabolism-modulating properties. Tec reduces cellular reactive oxygen species by activating the Nrf2/HO-1 pathway, thereby inhibiting apoptosis and ferroptosis, ultimately mitigating high-glucose-induced damage to retinal pigment epithelial cells (Yuan, Chengsen, Bingbing, Wei and Shuang, 2025). Additionally, Hong et al. showed that Tec exerts its anticancer effects in NSCLC cells by inhibiting STAT3 phosphorylation, thereby activating DR3 and Fas expression (Saet-Byul et al., 2014). Another research reported that Tec inhibits osteoclast differentiation induced by receptor activator of nuclear factor-κB ligand and macrophage colony-stimulating factor, thereby treating osteoporosis (Yanqiu et al., 2020). Moreover, Tec alleviates type 2 diabetes in mice by modulating IRβ to enhance glucose uptake in adipose tissue and skeletal muscle while inhibiting hepatic gluconeogenesis (Jianfeng et al., 2023). Given its anti-hypertrophic effect identified in our study, together with the multiple beneficial activities of Tec previously reported, we consider Tec a promising multi-functional drug worthy of further development. Future animal and preclinical studies should investigate its efficacy in other disease models to broaden its therapeutic potential.

STING is a key regulatory protein in innate immunity and has long been the subject of considerable attention due to its involvement in the regulation of various cancers (Ali H et al., 2021; Qi et al., 2026; Zhiming et al., 2026). However, an increasing number of researchers have recently discovered its significant role in regulating inflammatory diseases (Ming et al., 2022; Wenqing et al., 2025). Interestingly, the NFκB pathway, recognised as one of the most classic regulatory axis of inflammation, has been reported to be modulated by STING. Within the STING/NFκB pathway, STING recruits IKKβ, thereby promoting the degradation of IκBα and facilitating the nuclear translocation of P65, which in turn activates the expression of downstream inflammatory factors (Meng et al., 2022; Si, Yajuan, Yanpu, Jiaming and Xiao-Fang, 2022). Most importantly, in recent years, a substantial body of research has reported the pivotal role of the STING/NFκB pathway in regulating pathological cardiac hypertrophy. Researchers reported that activation of the STING-NFκB pathway directly induces pathological hypertrophy and heart failure (Lintao et al., 2023). Notably, pharmacological inhibition of STING significantly attenuated NFκB-mediated inflammation, rather than the TBK1-related pathway, leading to marked improvement in cardiac pathology (Lintao et al., 2023). Furthermore, it has been reported that the deubiquitinase OTUD6a drives cardiac inflammation and hypertrophy by stabilizing STING protein, thereby activating downstream NFκB signaling and inflammatory gene expression (Zimin et al., 2024). Of particular interest, recent studies have explored the use of natural compounds derived from traditional Chinese medicine that possess STING-inhibitory activity for treating pathological hypertrophy. Guo et al. demonstrated that chlorogenic acid targets and inhibits STING, thereby blocking NFκB activation and macrophage recruitment, ultimately alleviating pressure overload-induced heart failure and myocardial fibrosis (Kai et al., 2025). Given the above reported research findings, targeting STING and modulating its downstream NFκB pathway holds promise as a potential therapeutic strategy for pathological cardiac hypertrophy. Interestingly, our research has discovered that Tec can directly bind to STING, with this interaction primarily involving the serine residue at position 161 of STING. The Tec-STING interaction inhibits STING phosphorylation, thereby suppressing Ang II-induced excessive activation of the STING-NFκB pathway. This suggests that Tec may function as a novel STING inhibitor, exerting anti-inflammatory effects in the treatment of Ang II-induced pathological cardiac hypertrophy.

Admittedly, although we demonstrated through SPR, DARTS, and CETSA that Tec can directly bind to STING, and confirmed the pivotal role of STING in Tec treatment of Ang II-induced cardiac hypertrophy using the STING inhibitor H151 and siRNA targeted STING, Tec is a small-molecule drug with potential multiple targets. We cannot entirely rule out the possibility that Tec may bind to other target proteins actions upstream or in parallel to STING, which would require further confirmation through knockout mice for STING and other genes. Secondly, we found that Tec significantly suppressed Ang II-induced macrophage infiltration and fibroblast activation, as shown by reduced collagen deposition and Col-1 expression. However, the specific regulatory mechanisms through which Tec modulates distinct subpopulations of macrophages and fibroblasts, as well as their interactions, remain to be fully elucidated. Therefore, future studies should employ techniques such as single-cell RNA sequencing to profile immune infiltrating cells and activated fibroblasts within the tissue, thereby providing deeper insights into the therapeutic mechanisms of Tec in pathological cardiac hypertrophy. Moreover, although Tec has not been found to possess potential toxicity, given the unknown human exposure-response relationship, potential off-target effects, differences in STING between rodents and humans, and the necessity for further medicinal chemistry optimization of Tec, it is essential to conduct pharmacokinetic, pharmacodynamic, and bioavailability studies, as well as long-term safety tests, before broader application of Tec. Validation should also be performed in mice with diverse characteristics (such as female mice and aged mice) and in additional heart failure models (pressure overload models, metabolism-related heart failure, or heart failure with preserved ejection fraction). Ultimately, the interaction between Tec and STING should be examined in human cardiomyocytes or cardiac tissues, such as those derived from induced pluripotent stem cell (iPSC).

## 5 Conclusion

In summary, we demonstrated that Tec significantly ameliorates Ang II-induced myocardial inflammation, fibrosis, and pathological hypertrophy. Transcriptome sequencing suggests Tec treatment may downregulate the STING/NFκB signalling pathway. Mechanically, we further confirmed that Tec directly interacts with STING. In both *in vivo* and *in vitro* experiments, it was demonstrated that Tec inhibits STING phosphorylation and the activation of the downstream NFκB pathway. Our findings indicate that Tec may emerge as a potential lead compound targeting STING for the treatment of Ang II-induced pathological cardiac hypertrophy and hypertensive heart failure. However, prior to clinical application, further studies on the pharmacokinetics, safety, and translational medicine of Tec are required.

## Data Availability

All the data in this study are available upon reasonable request from the corresponding author. The transcriptomic datasets have been deposited in the Gene Expression Omnibus (GEO) database (accession code: GSE327509).

# Supplementary material for: Tectochrysin alleviates Ang II-induced pathological cardiac hypertrophy by binding to STING and inhibiting STING/NFκB-mediated inflammation
**Source:** Front Pharmacol. 2026 Apr 23;17:1794994. doi: 10.3389/fphar.2026.1794994
**Supplement:** Supplementary file 1

***Supplementary information***

**Tectochrysin alleviates pathological cardiac hypertrophy by binding to STING and inhibiting STING/NFκB-mediated inflammation**

**Contents in** **Supplementary Files**

Online Supplementary Table S1-3

Online Supplementary Figure S1-12

**Supplementary Table S1. qPCR primer sequences.**

| Gene | Species | Sequence (5' to 3') |
| --- | --- | --- |
| Myh7 | Rat | CCAGAACACCAGCCTCATCAACC  CACCGCCTCCTCCACCTCTG |
| Anp | Rat | GAGCGAGCAGACCGATGAAGC  TCCATCTCTCTGAGACGGGTTGAC |
| Bnp | Rat | CTCCAGAACAATCCACGATG  ACAGCCCAAGCGACTGACT |
| Actb | Rat | AAGTCCCTCACCCTCCCAAAAG  AAGCAATGCTGTCACCTTCCC |
| Myh7 | Mouse | CAGAACACCAGCCTCATCAACCAG  CACAGCTTCTCTTTGATGTCAC |
| Anp | Mouse | AAGAACCTGCTAGACCACCTGGAG  TGCTTCCTCAGTCTGCTCACTCAG |
| Bnp | Mouse | TGCTGGAGCTGATAAGAGAAAA  GAAGGACTCTTTTTGGGTGTTC |
| Actb | Mouse | CTACCTCATGAAGATCCTGACC  CACAGCTTCTCTTTGATGTCAC |

**Supplementary Table S2. The top 10 pathways with the most significant changes in GSEA enrichment analysis.**

| Pathway name | Adjusted-p value |
| --- | --- |
| nod like receptor signaling pathway | 0.009496726 |
| cytosolic dna sensing pathway | 0.009898247 |
| chemokine signaling pathway | 0.009915994 |
| toll like receptor signaling pathway | 0.010066987 |
| c type lectin receptor signaling pathway | 0.011559016 |
| cgas sting signaling pathway | 0.011597938 |
| nf kappa b signaling pathway | 0.014644746 |
| tnf signaling pathway | 0.014828743 |
| rig i like receptor signaling pathway | 0.024152486 |
| b cell receptor signaling pathway | 0.024431063 |

**Supplementary Table S3. Expression changes in representative genes of STING/NFκB signaling pathway.**

| Gene name | Log2 (fold change) |
| --- | --- |
| Igtp | -0.399408863 |
| Irgm1 | -0.479445973 |
| Irgm2 | -0.576391161 |
| Il1b | -0.822057608 |
| Tnf | -1.023938569 |
| Col1a1 | -3.561712398 |
| Col3a1 | -3.342728228 |
| Myh7 | -0.728980164 |
| Nppa | -1.757346681 |
| Nppb | -1.100671233 |
| Aurkb | -2.530275378 |
| Relb | -0.406140591 |
| Tnfsf14 | -2.548678383 |
| Nfkb2 | -0.412898131 |
| Tnfrsf1a | -0.521453046 |
| Tradd | -0.920010781 |
| Icam1 | -0.253749667 |
| Ticam2 | -1.344593518 |
| Ccl21a | -0.933299343 |
| Ccl21b | -0.533250292 |

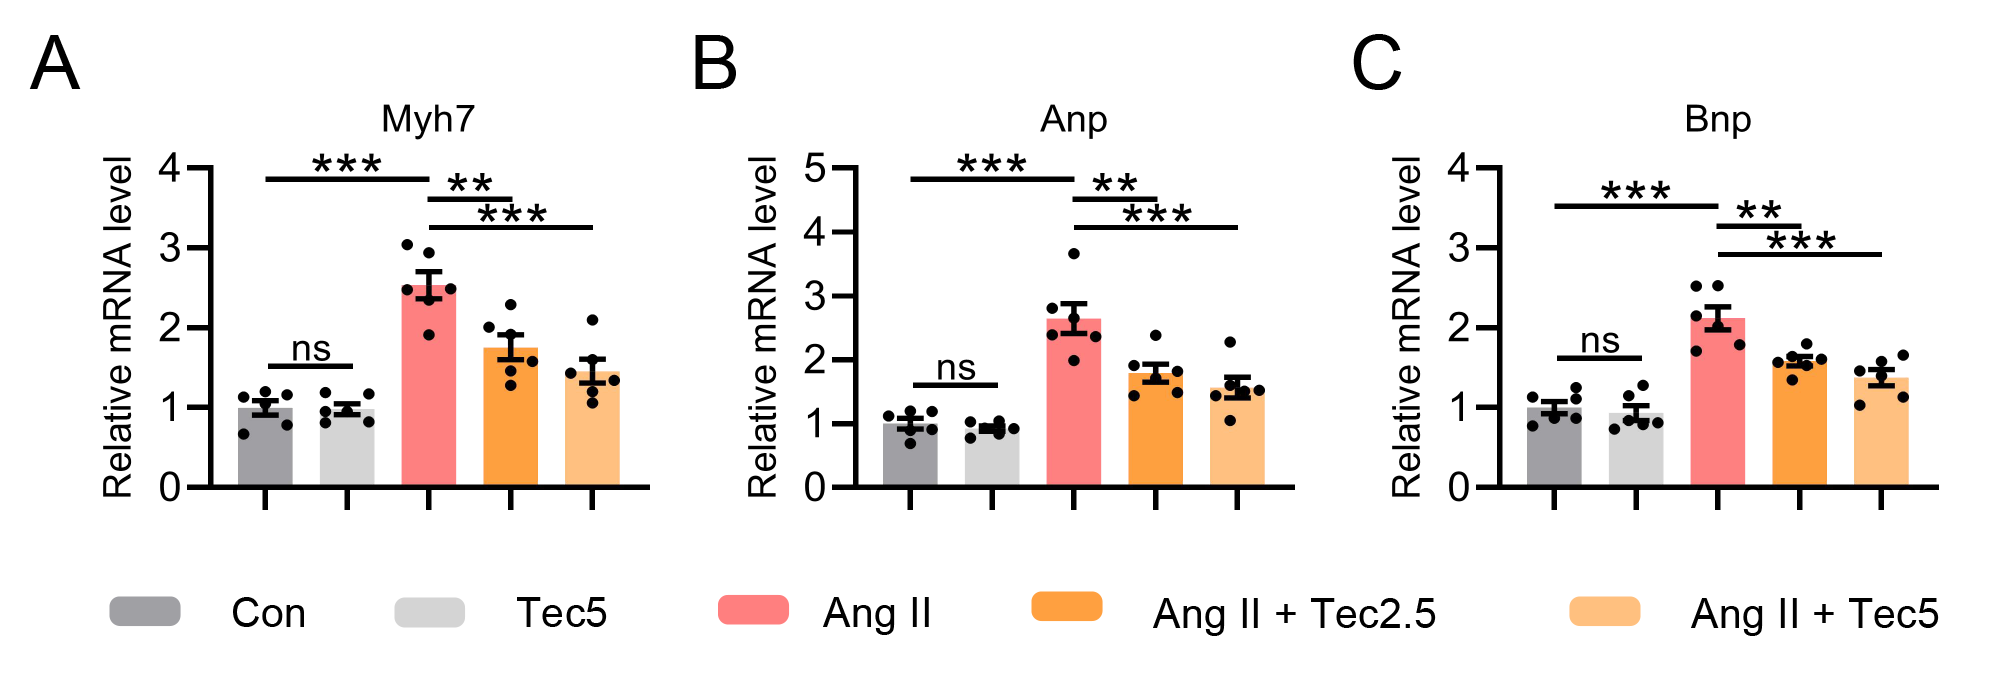

**Supplementary Figure S1. Tec significantly alleviates Ang II-induced pathological cardiac hypertrophy.** (**A**) The relative mRNA level of Myh7. (**B**) The relative mRNA level of Anp. (**C**) The relative mRNA level of Bnp. N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

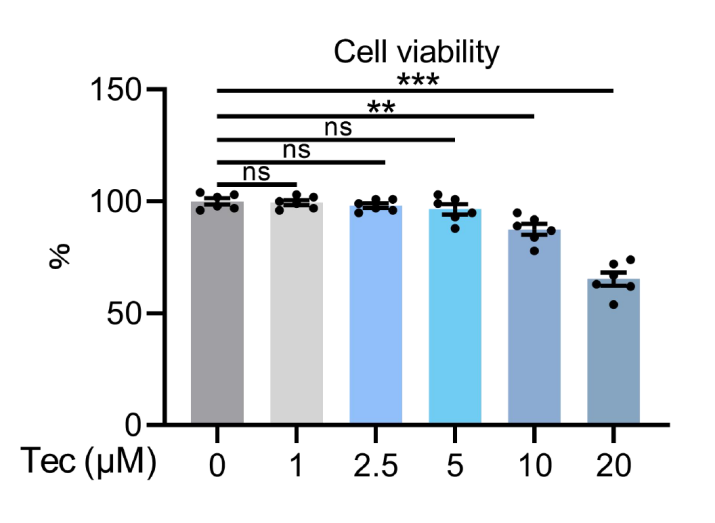

**Supplementary Figure S2. The effect of different concentrations of Tec on cardiomyocyte survival rate.** Cardiomyocytes were treated with different concentrations of Tec for 48 hours, followed by CCK-8 assay to determine cell viability. N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

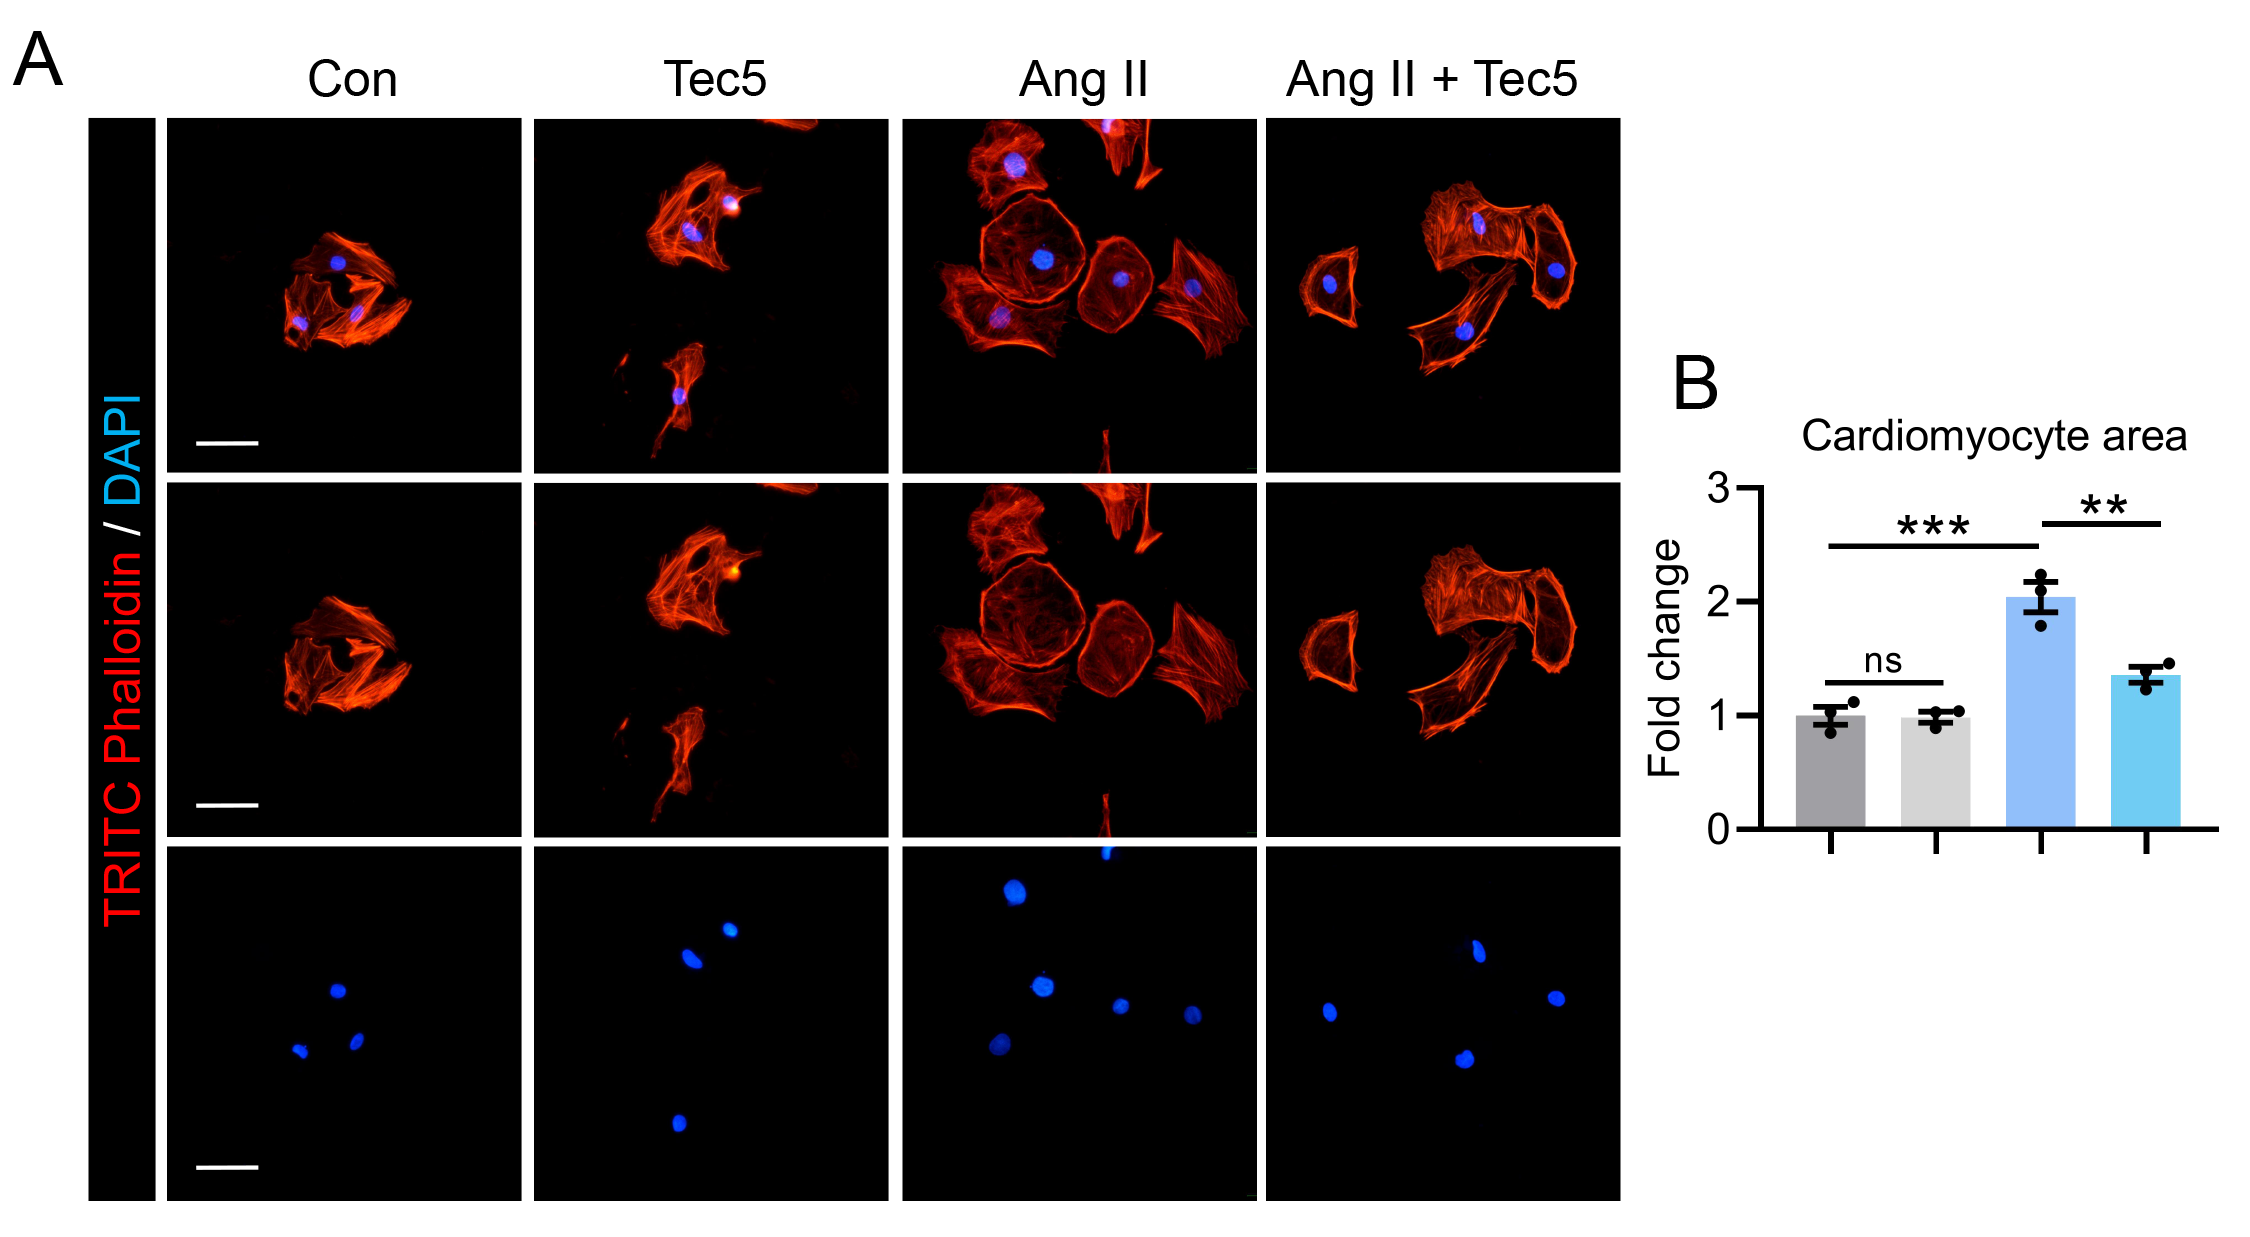

**Supplementary Figure S3. The effect of Tec on Ang II-induced cardiomyocyte hypertrophy.** After pretreatment with Tec or vehicle for 1 h, the primary cardiomyocytes were stimulated with Ang II for 48 h. (**A**) Representative image of phalloidin staining. (**B**) Quantitative analysis of cardiomyocyte area. Scale bar=50 μM. N=3. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

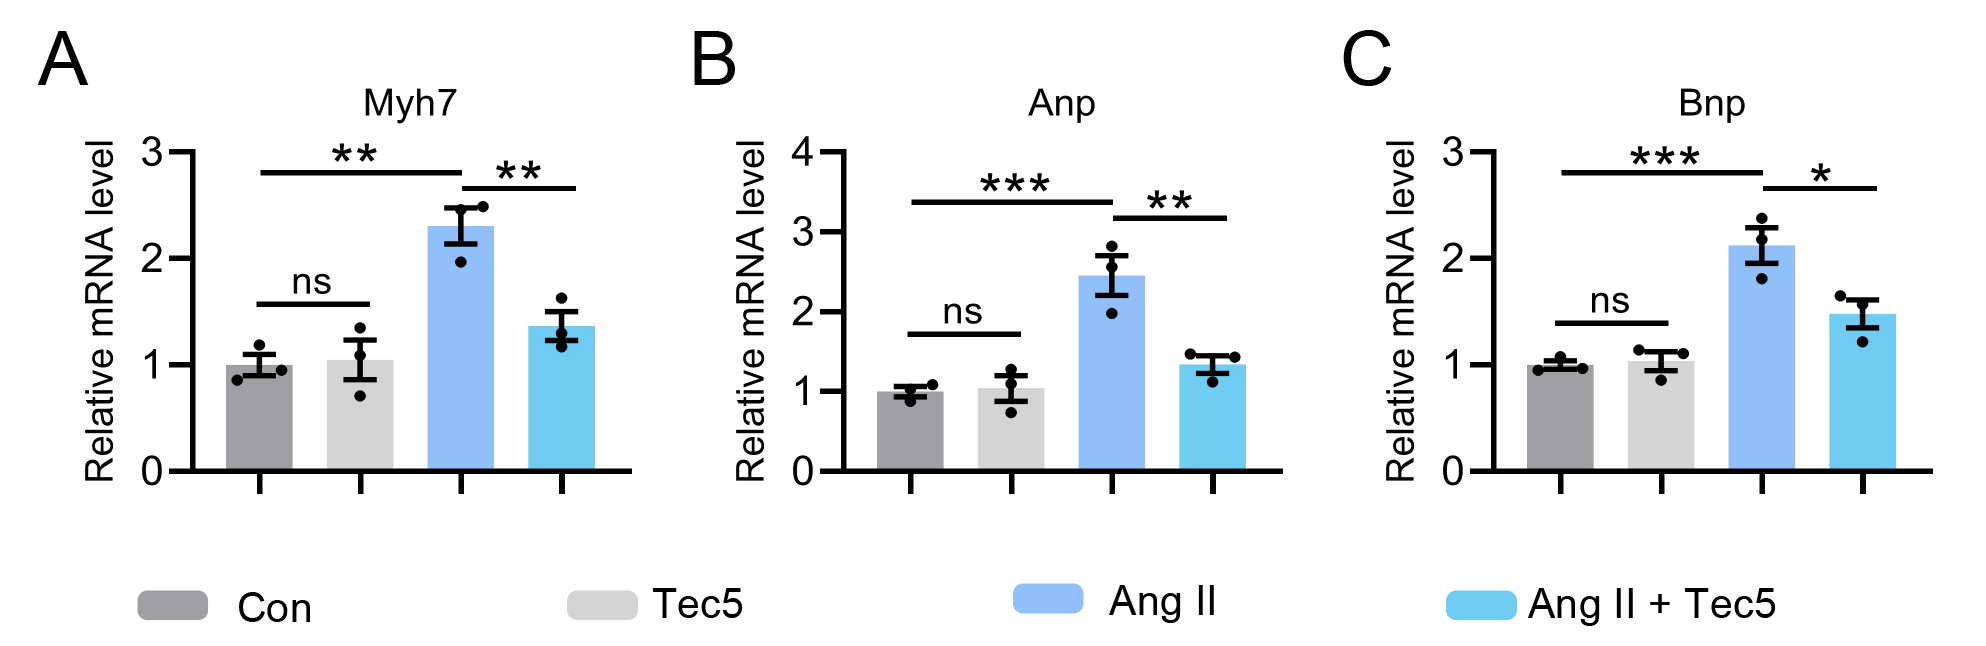

**Supplementary Figure S4. Tec treatment alleviates Ang II-induced cardiomyocyte hypertrophy.** (**A**) The relative mRNA level of Myh7. (**B**) The relative mRNA level of Anp. (**C**) The relative mRNA level of Bnp. N=3. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

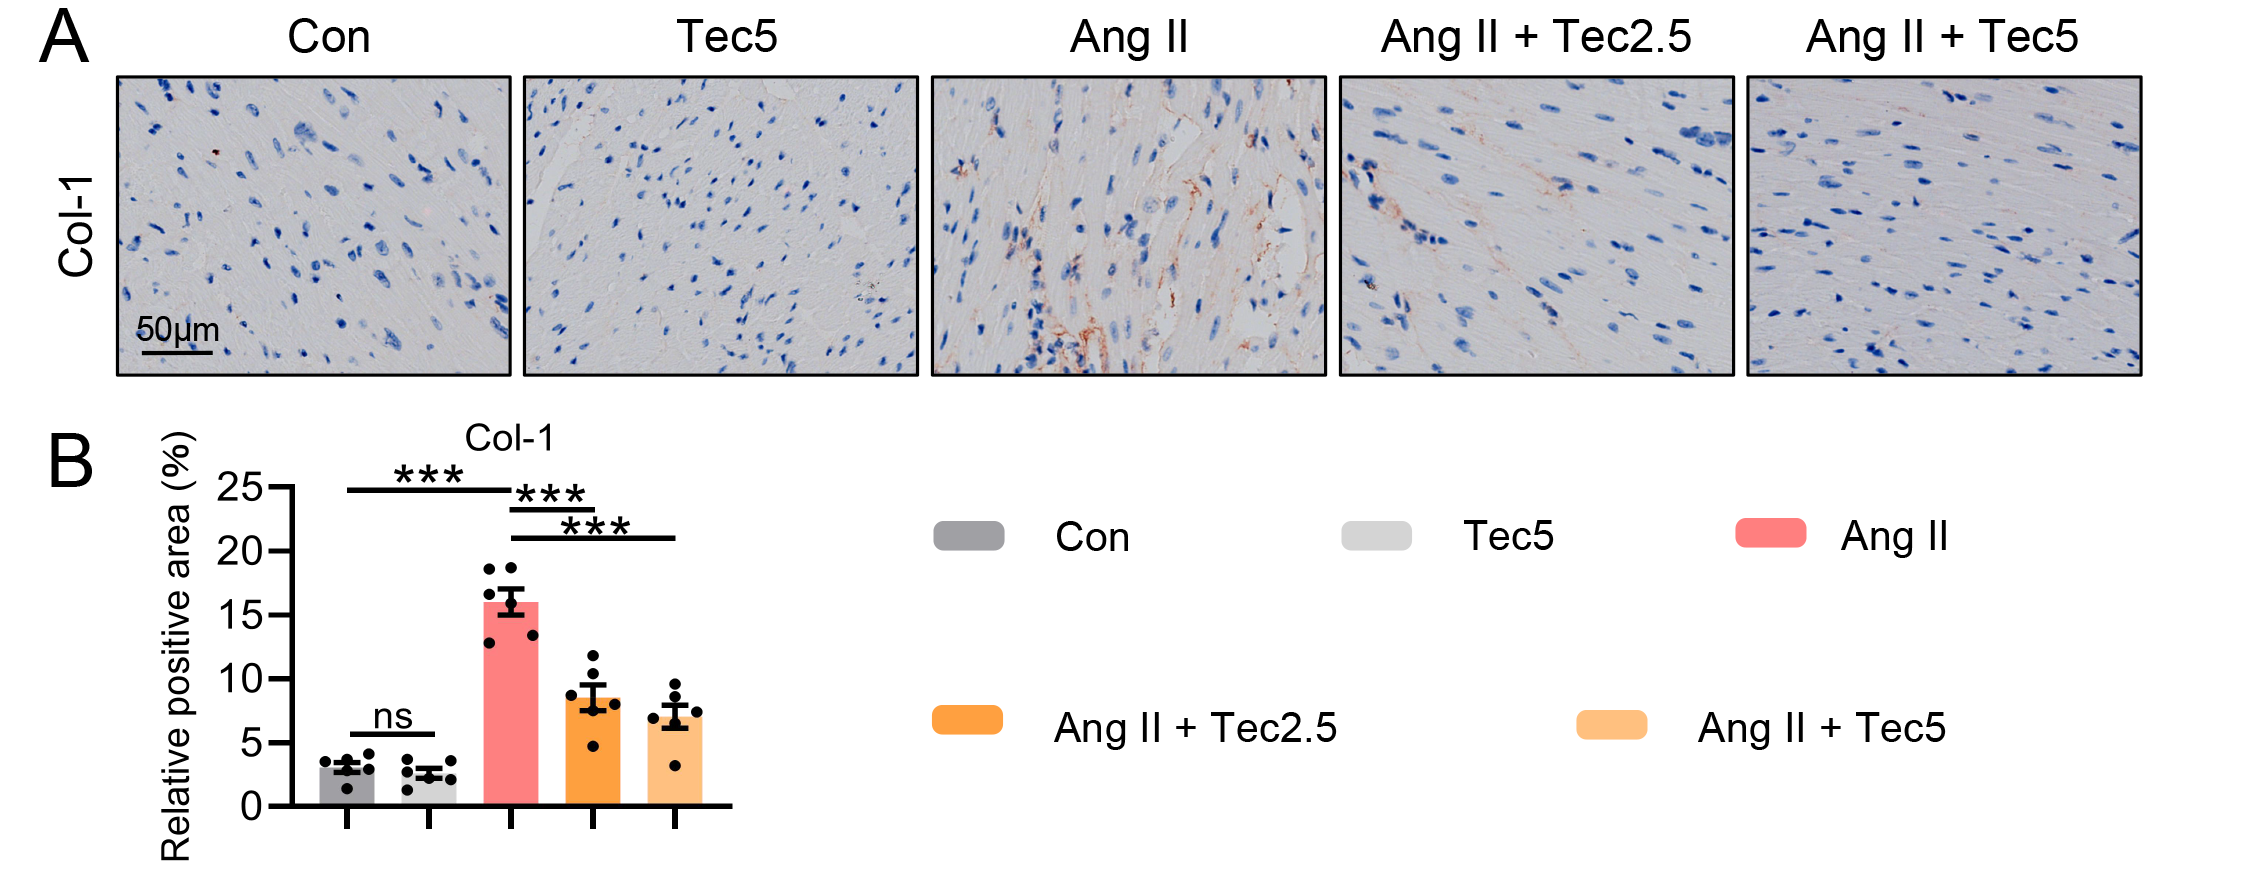

**Supplementary Figure S5. Tec significantly alleviates Ang II-induced myocardial fibrosis.** (**A**) Representative immunohistochemical image of Col-1 in myocardial tissue. (**B**) Quantitative analysis of positive area.N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

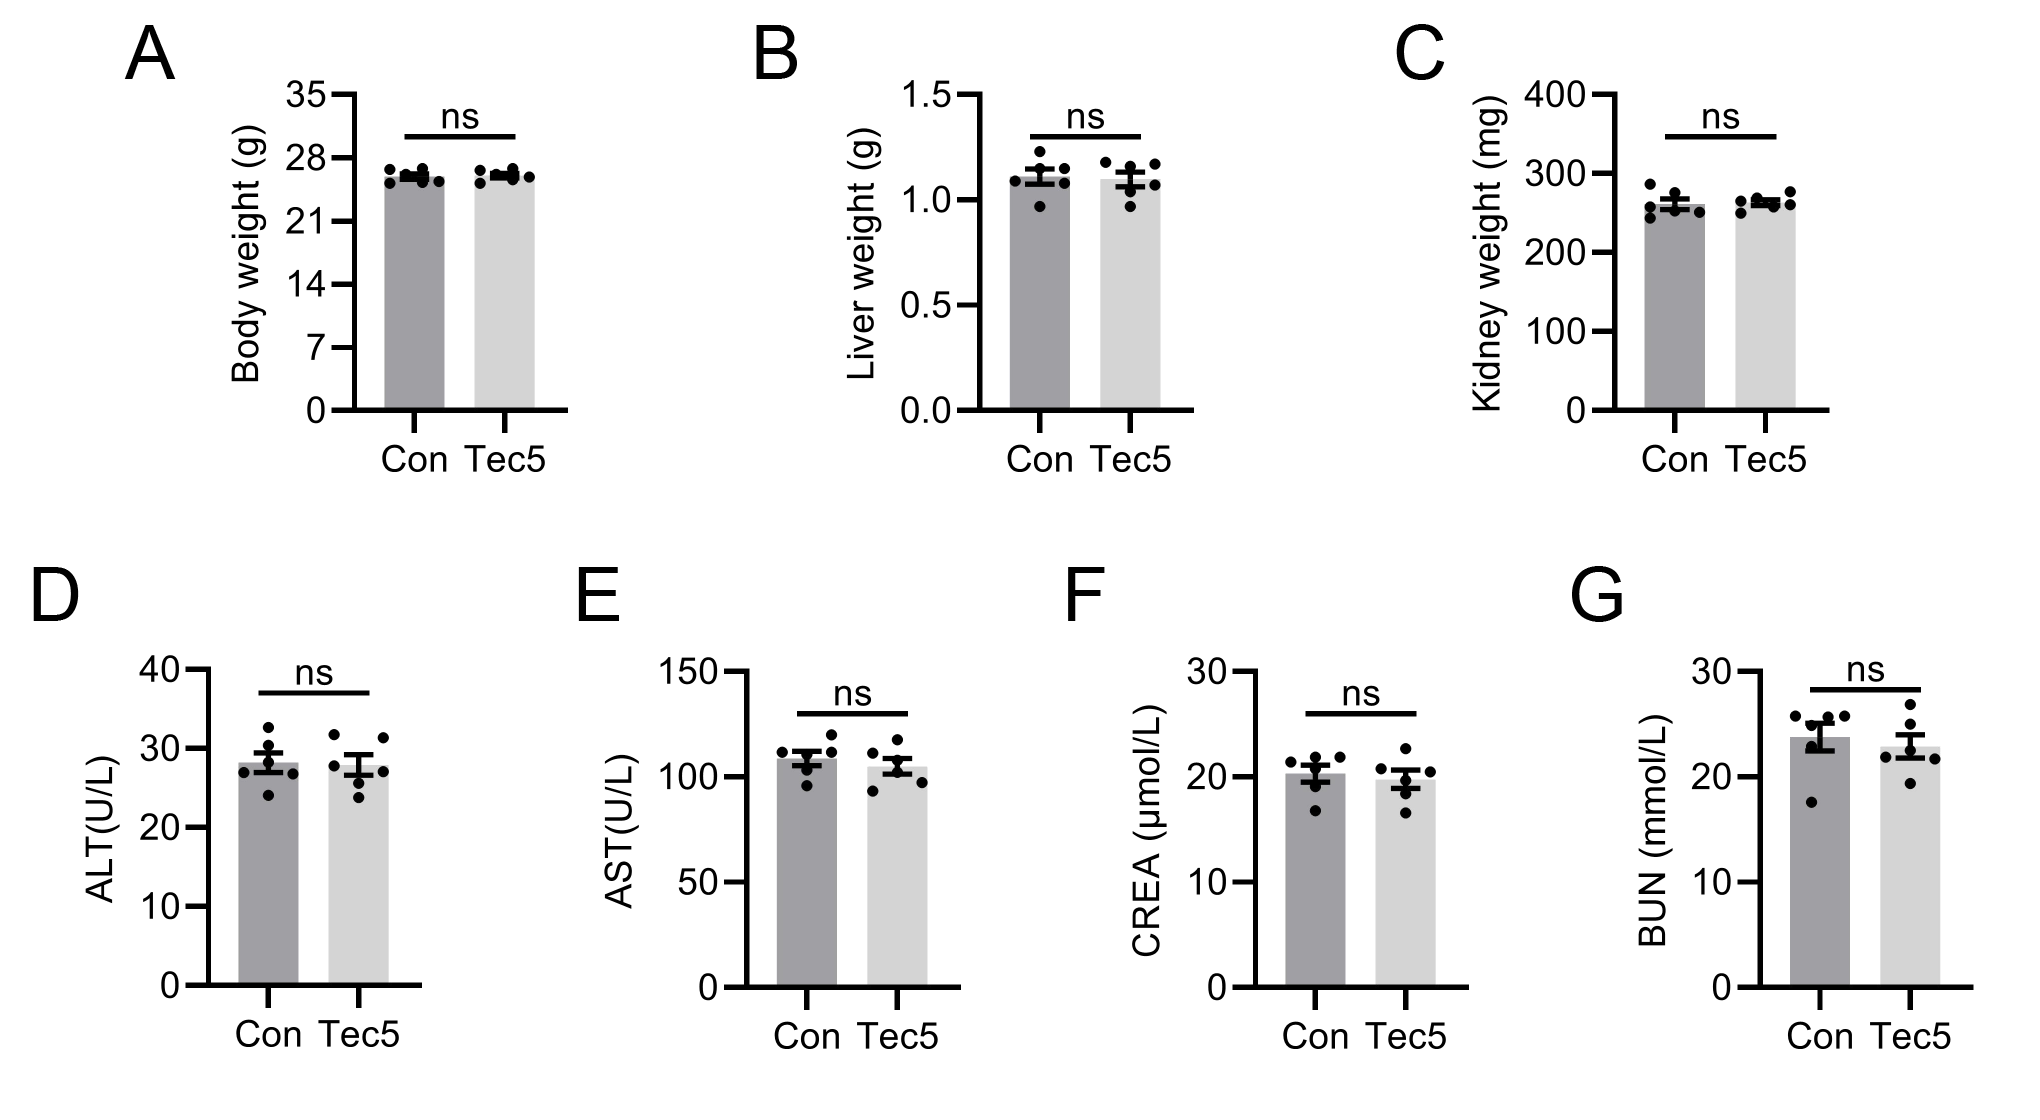

**Supplementary Figure S6. Safety assessment of 5μM Tec treatment.** (**A**) Body weight of the indicated groups. (B) Liver weight of the indicated groups. (C) Kidney weight of the indicated groups. (D) The serum ALT level of the indicated groups. (E) The serum AST level of the indicated groups. (**F**) The creatinine level of the indicated groups. (G) The BUN level of the indicated groups. N=6. ns, p > 0.05.

**
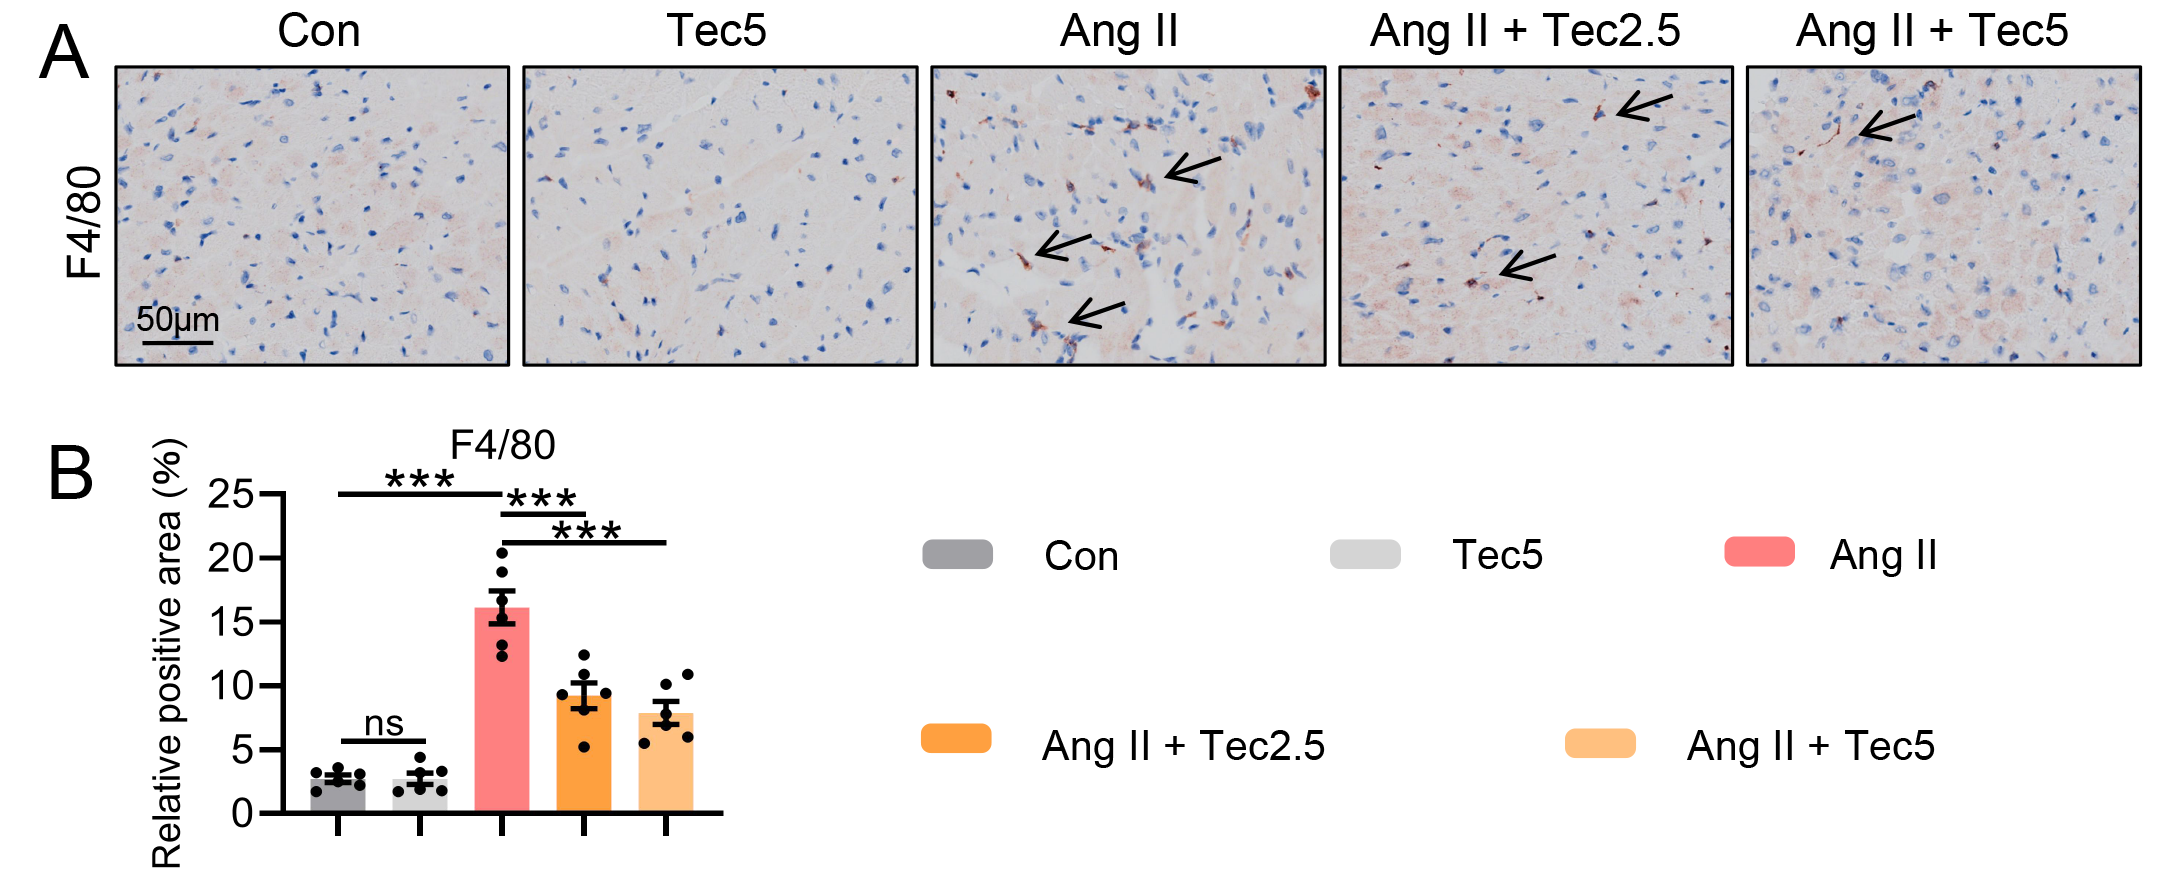
Supplementary Figure S7. Tec significantly alleviates Ang II-induced macrophage infiltration.**  (**A**) Representative immunohistochemical image of F4/80 in myocardial tissue. (**B**) Quantitative analysis of positive area. N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

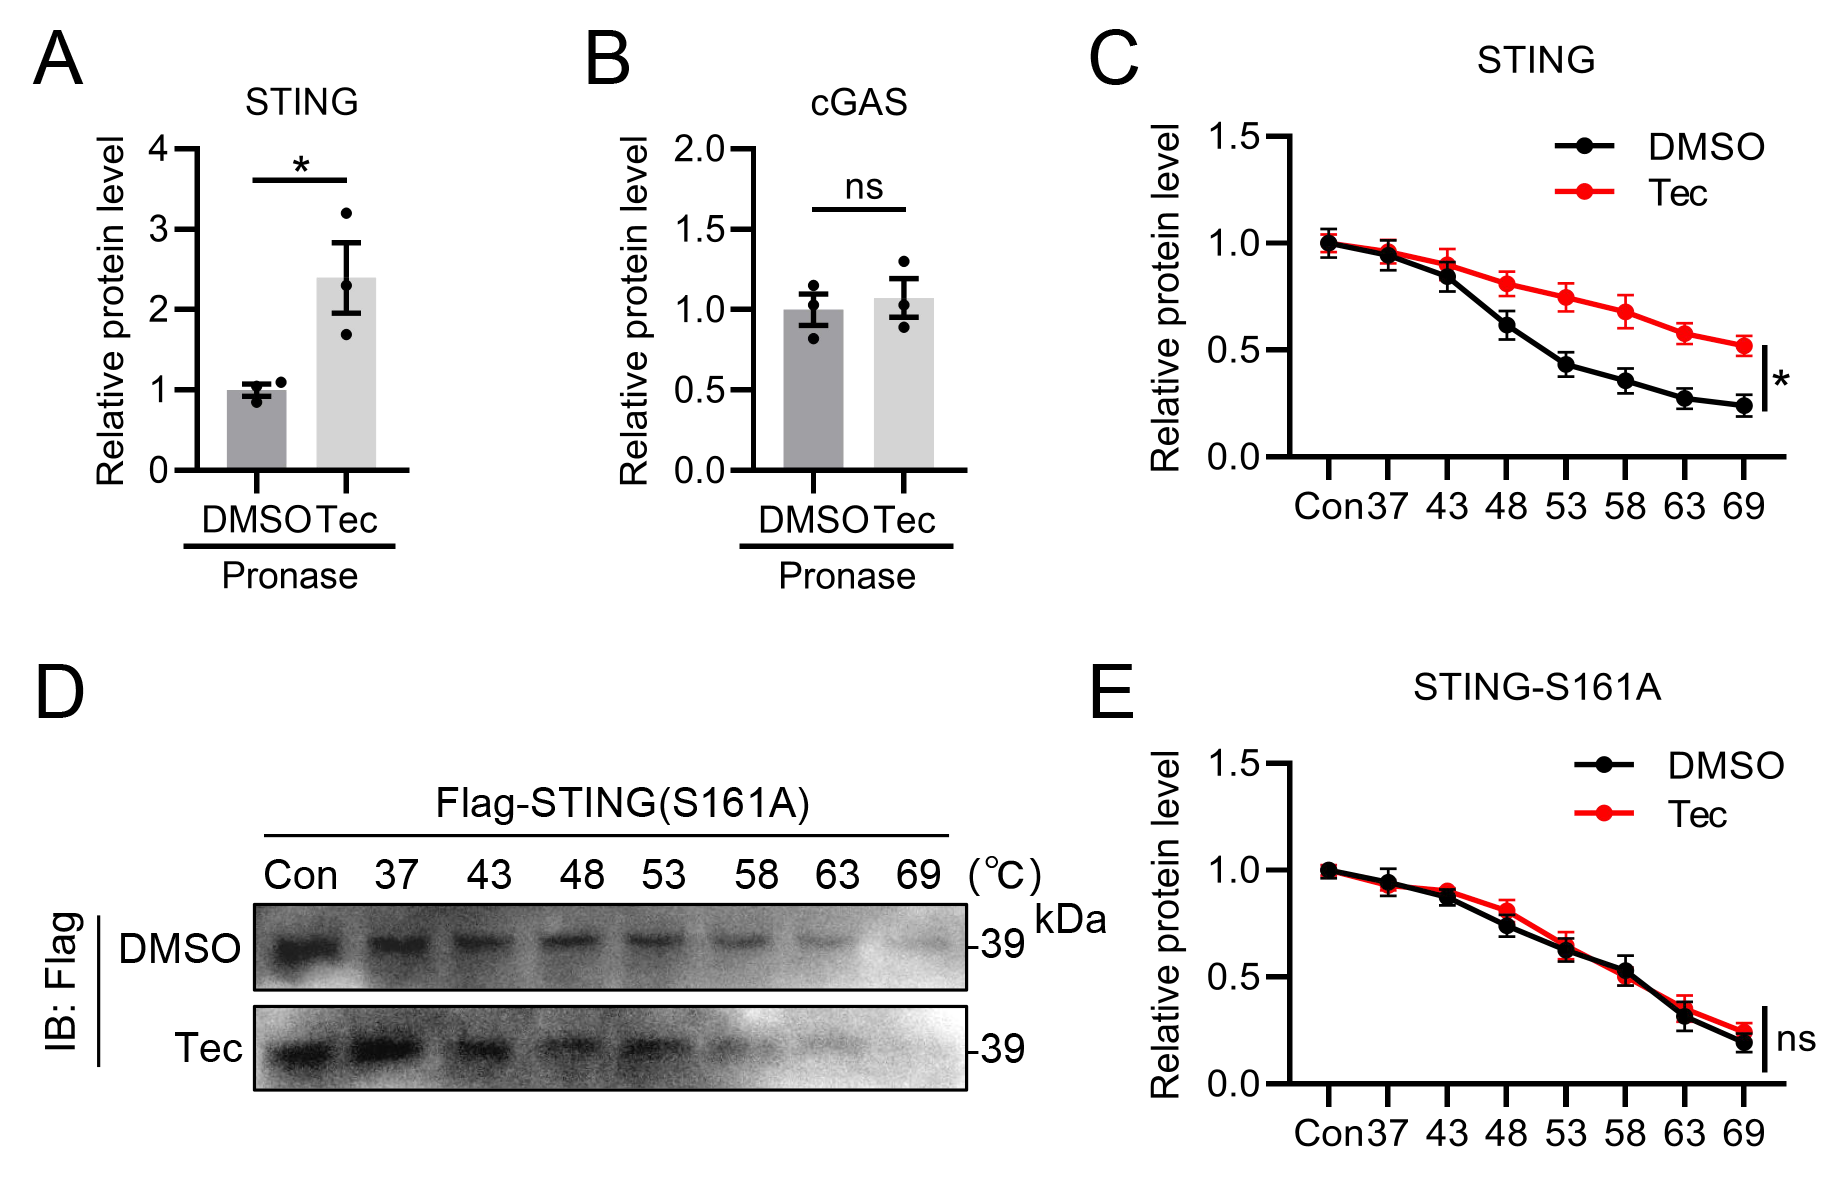

**Supplementary Figure S8. Tec directly binds to STING through Serine 161 of STING.** (**A**) Quantitative analysis of STING bands following treatment with DMSO and Tec under pronase conditions. (**B**) Quantitative analysis of cGAS bands following treatment with DMSO and Tec under pronase conditions. (**C**) Quantitative analysis of STING bands following treatment with DMSO and Tec under heat conditions. (**D**) Representative bands of STING-S161A bands following treatment with DMSO and Tec under heat conditions. (**E**) Quantitative analysis of panel D. N=3. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

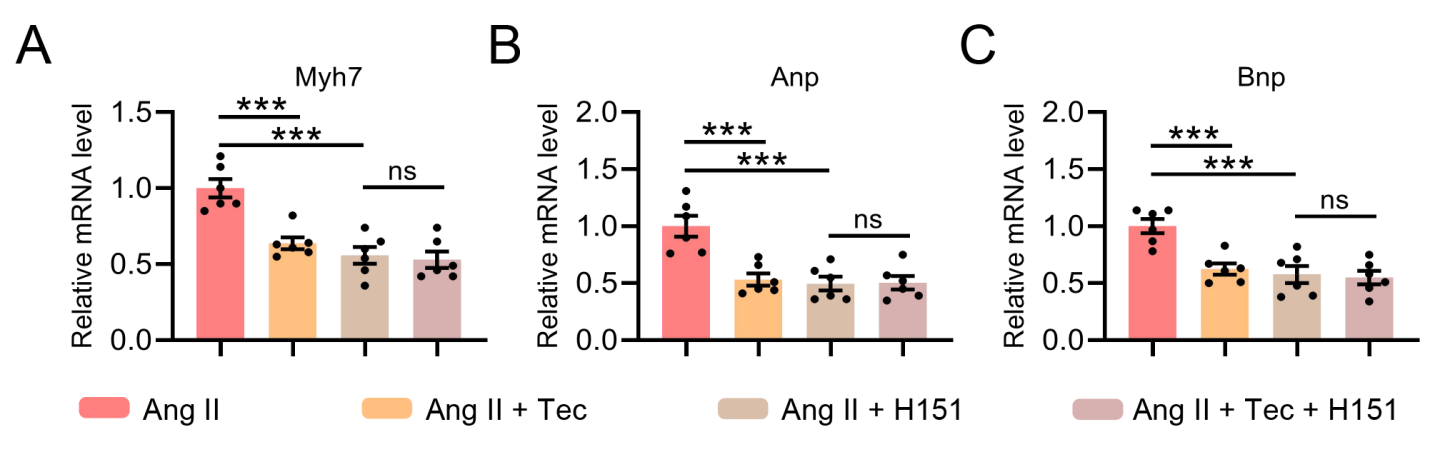

**Supplementary Figure S9. The inhibitory effect of Tec on Ang II-induced pathological cardiac hypertrophy depends on STING inhibition.** (**A**) The relative mRNA level of Myh7. (**B**) The relative mRNA level of Anp. (**C**) The relative mRNA level of Bnp. N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

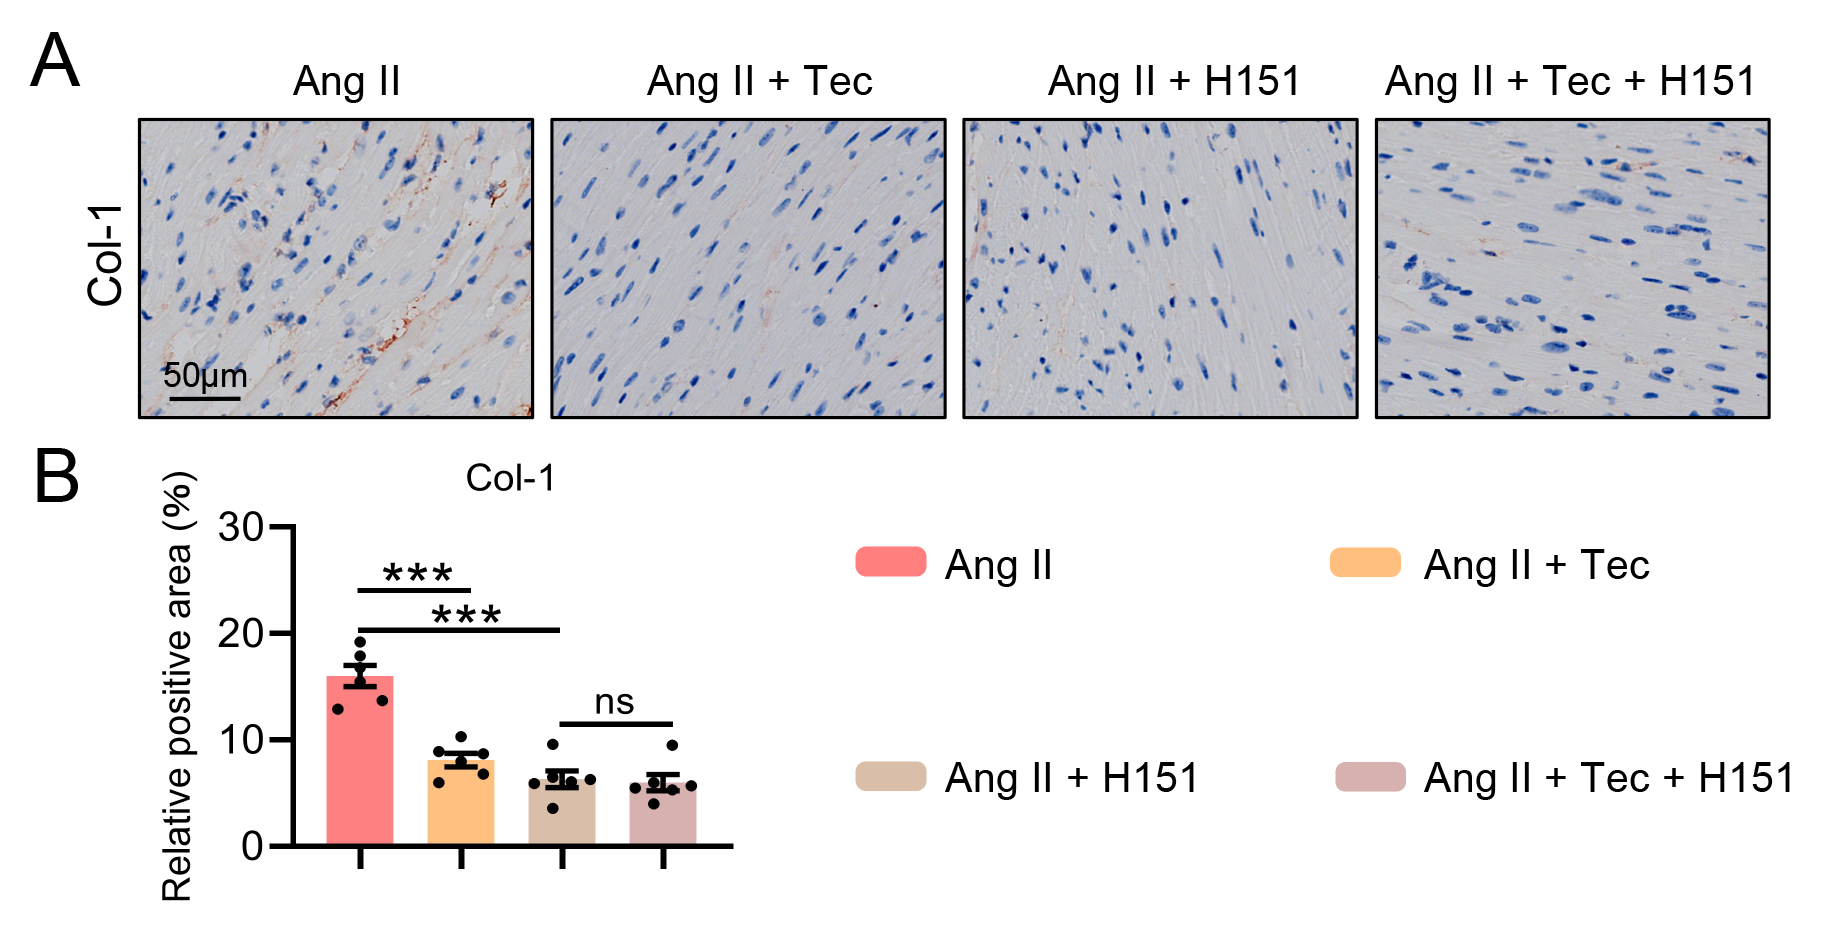

**Supplementary Figure S10. The inhibitory effect of Tec on Ang II-induced myocardial fibrosis was dependent on STING inhibition.** (**A**) Representative immunohistochemical image of Col-1 in myocardial tissue. (**B**) Quantitative analysis of positive area. N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

**
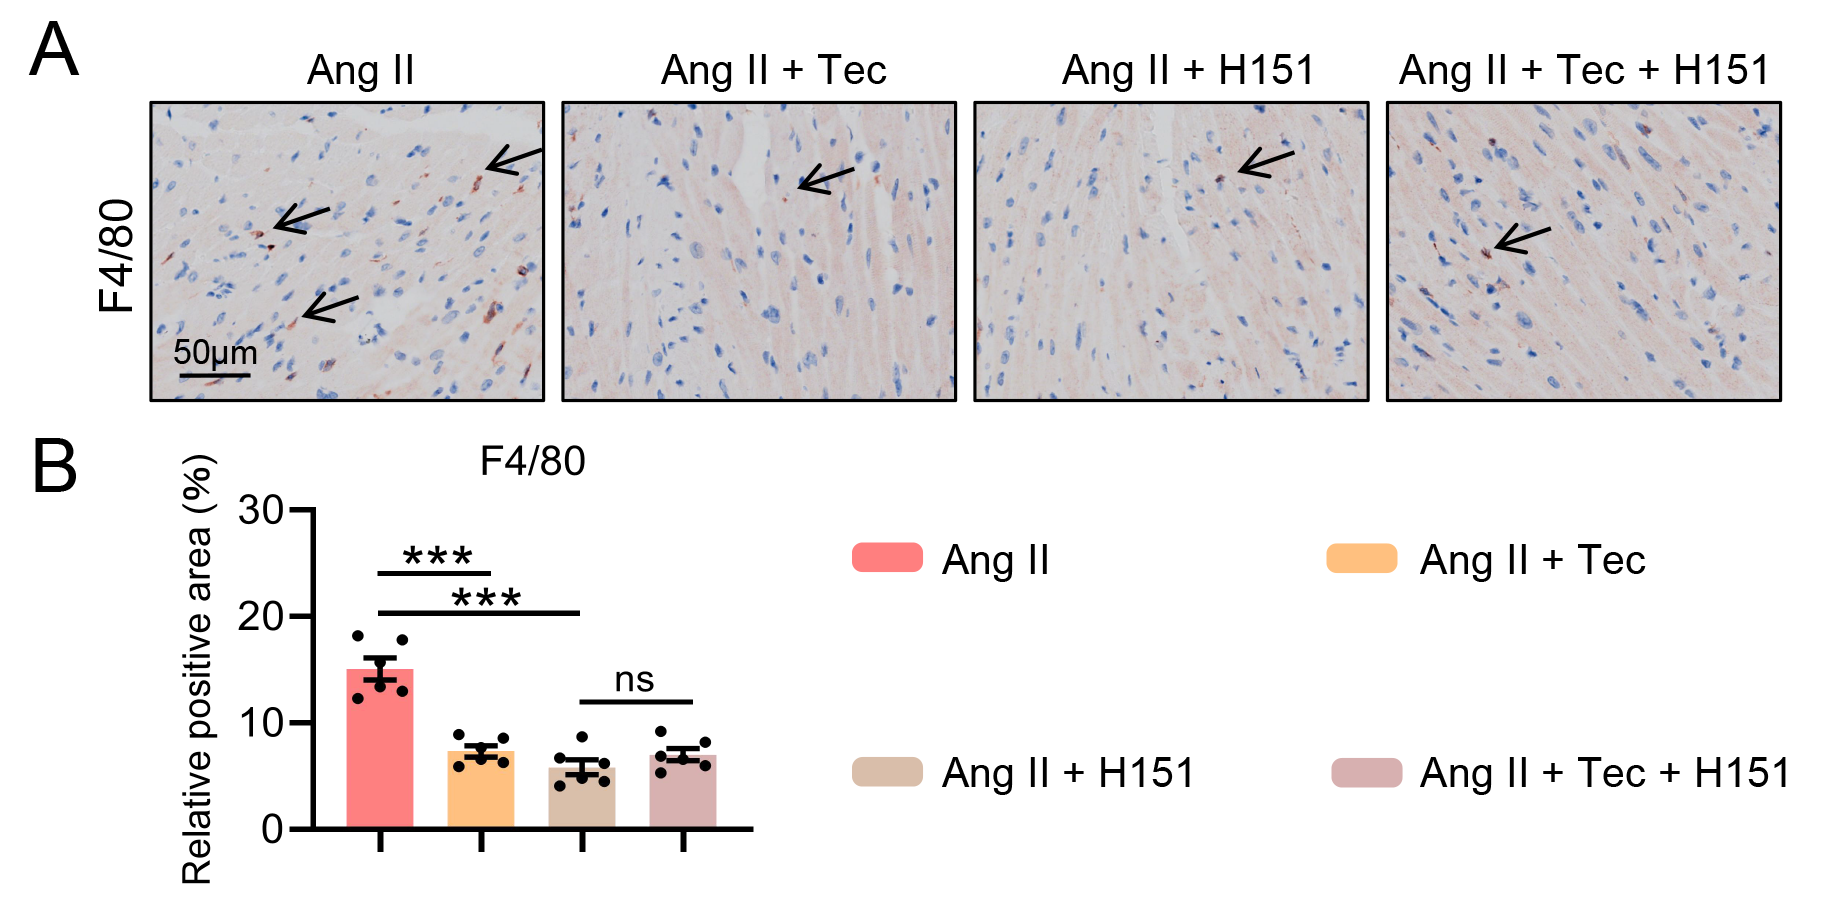
**

**Supplementary Figure S11. The inhibitory effect of Tec on Ang II-induced myocardial macrophage infiltration depends on STING suppression.** (**A**) Representative immunohistochemical image of F4/80 in myocardial tissue. (**B**) Quantitative analysis of positive area. N=6. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

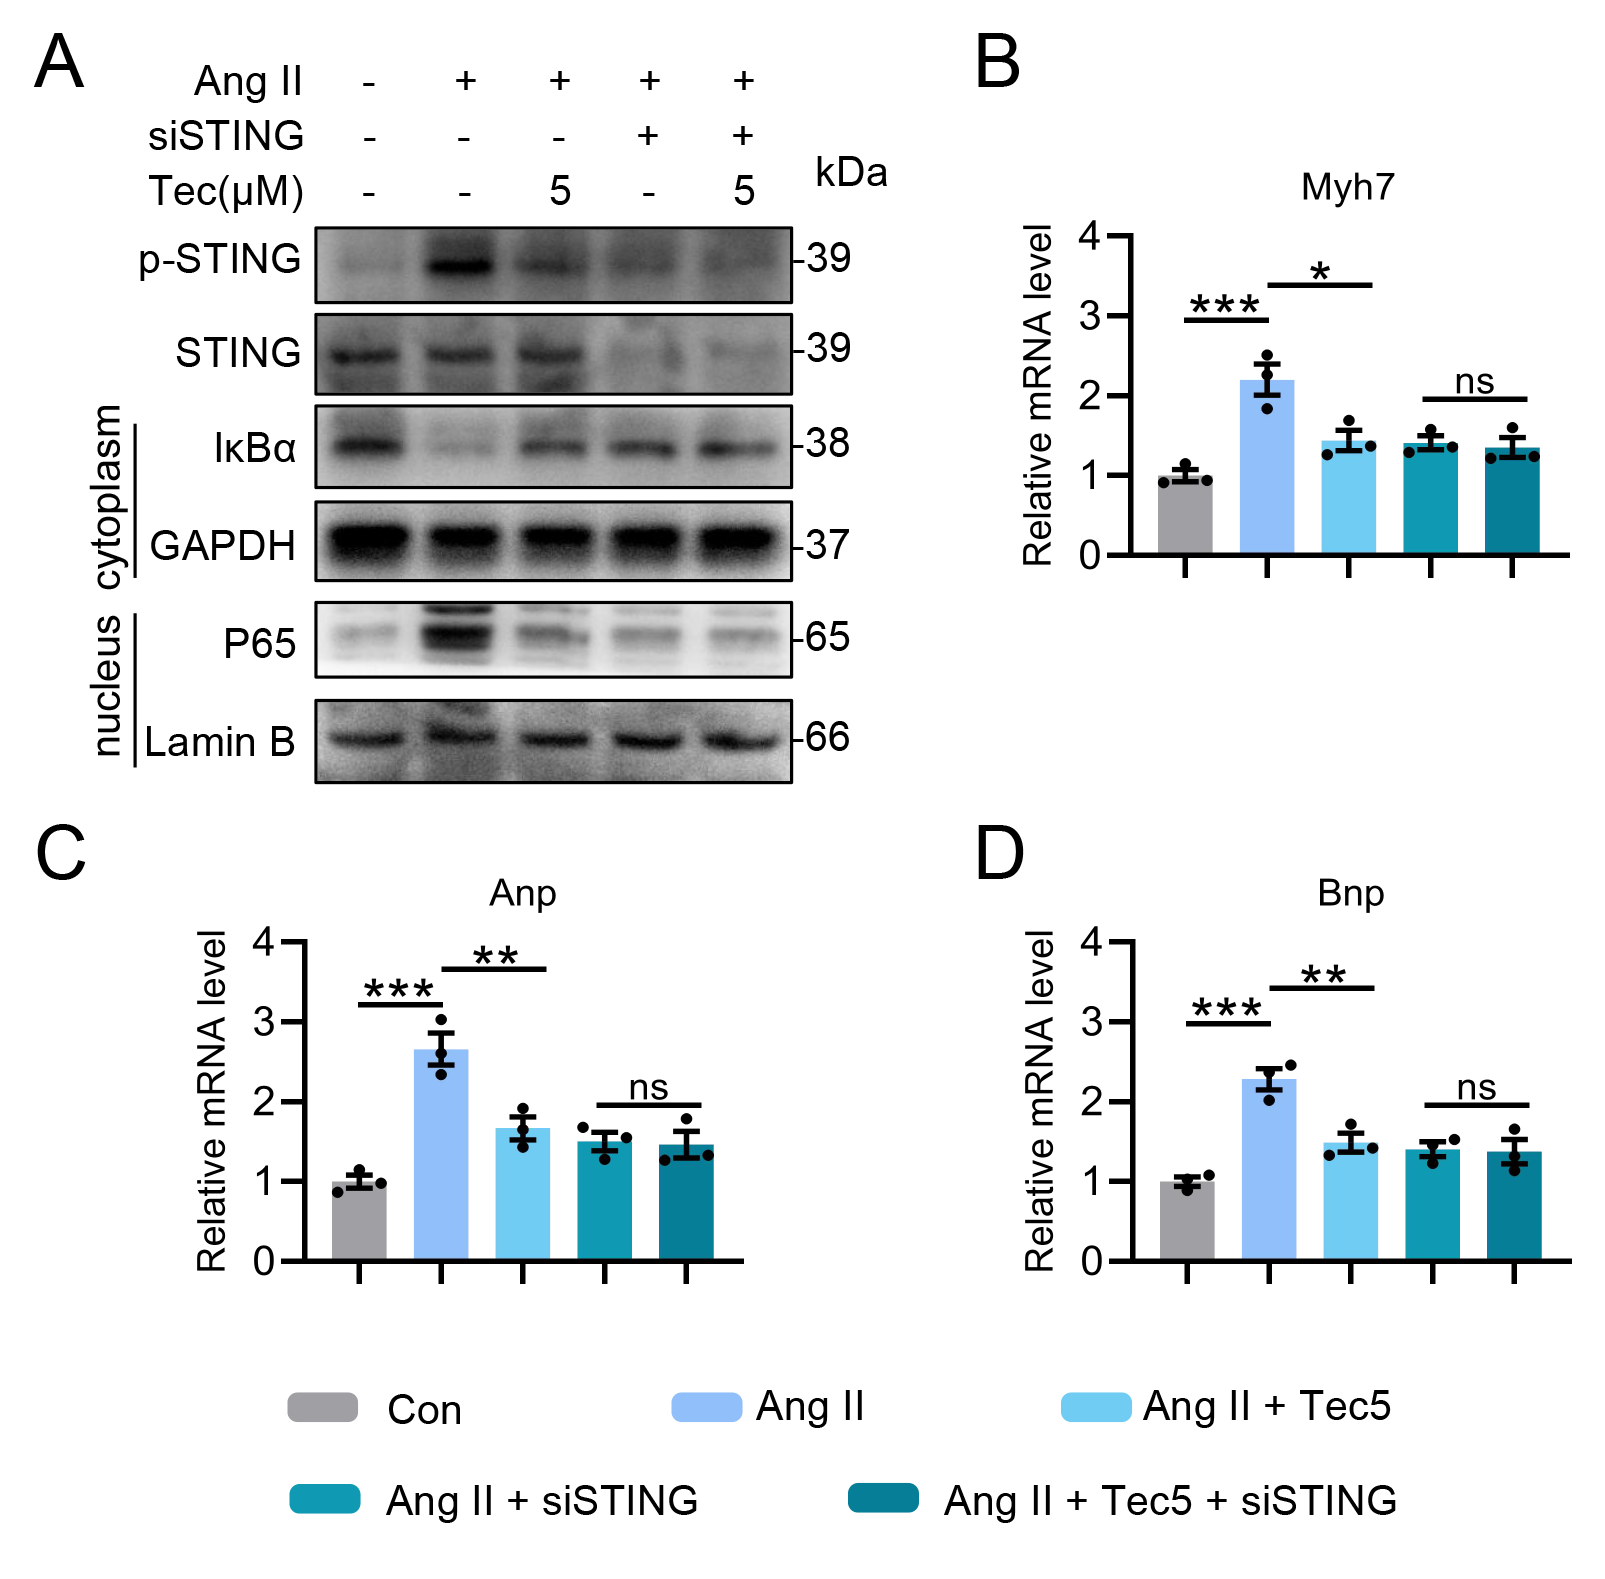

**Supplementary Figure S12. The inhibitory effect of Tec on Ang II-induced cardiomyocyte hypertrophy and the NFκB pathway is dependent on STING.** (**A**) The cardiomyocytes transfected with STING siRNA for 24 h were pretreated with 5 μM Tec and then stimulated with 1 μM Ang II for 48 h. Representative immunoblotting results for the STING/NFκB pathway. (**B**) The relative mRNA level of Myh7. (**C**) The relative mRNA level of Anp. (**D**) The relative mRNA level of Bnp. N=3. ns, p > 0.05. *, p < 0.05. **, p < 0.01. ***, p < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

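Hearts of 3 mice given Ang II and 3 mice given Ang II and Tec at 5 mg/kg were compared. The authors trimmed the reads with Cutadapt, checked them with FastQC and deposited FPKM for 30914 genes in the 6 libraries. The aligner, the quantification tool and the genome build are not named in the paper's text. The sample labels name a NovaSeq instrument where the paper names a HiSeq. Values of log2(FPKM + 1) were computed from the deposited FPKM without further scaling. The paper states a nominal depth for the transcriptome, which cannot be compared with FPKM. From the FPKM, the depth of the libraries is known only as a relative value, which ranged from 0.941 to 1.27. No confidence interval from counts can therefore be given, and the spread between mice is the error used. FPKM are not counts, so no count model was used.

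Genes with an FPKM of at least 0.5 in at least 3 of the 6 libraries were tested (13089 genes). The comparison of the Ang II + Tec group with the Ang II group was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean), with Benjamini-Hochberg adjustment over the tested genes. No covariate or block entered the fit. A gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Gene sets with 15 to 500 tested genes were examined with preranked GSEA (fgsea 1.28.0) on the log2 fold change, and with camera at a preset correlation of 0.01. The 281 sets comprised the KEGG pathways that the table annotates, the Gene Ontology term for the inflammatory response and a list of genes for the cGAS-STING pathway. Calls use the p-values adjusted over the 3 sets that the paper discusses. That choice was made after the values adjusted over all 281 sets had been seen as well, and both are given. Of the 281 sets, 38 had an adjusted p-value under 0.05 in GSEA, 30 with camera and 0 with fry, where 5 had an unadjusted p-value under 0.05. Figures were drawn with matplotlib 3.10.9 from tables handled with pandas 2.3.3.

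The genes named are those of Supplementary Table S3, the genes of the proteins that the paper assayed in the heart and of its reference genes and proteins, and the 5 genes with the largest increase and the 5 with the largest decrease among the differentially expressed genes with no overlap between the groups and a mean of at least 1 FPKM in a group. The lowest members of the gene sets, and the genes discussed only after the paper's text, were chosen after their values were seen. The gene lists, the alternatives and this rule were written before the data were examined, except for 3 kinds of alternative chosen after seeing the data: other gene sets for the cGAS-STING pathway, a ranking by the ratio of group means, and adjustment over all sets.

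The fit was tested on simulated data in which 200 of 12847 genes were changed by a log2 fold change of 2. Of these, 185 were recovered, with 2 false calls, and with no gene changed 0 of 12862 genes were called. Among 201 simulated sets, of which 1 was shifted, GSEA gave the shifted set the first rank, but 19 of the unshifted sets had a p-value under 0.05, against 6 with camera. GSEA p-values are therefore too small by this measure. The simulated noise was independent between genes, and in the test of sets it was smaller than the observed spread. In the real libraries the estimated correlations within the 3 sets discussed were 0.50, 0.40 and 0.54. The simulations therefore do not show how often the fit or camera would call wrongly here.

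Alternatives changed the pseudocount, the filter on low FPKM, the scaling of the libraries, the replicate block, the variance estimate, the weights of the libraries, the ranking and the gene sets, and left out each library in turn. Lists of marker genes and of other gene groups were tested with camera, adjusted over those lists. The other assays of the paper were not analysed here.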

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

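The test of scaling, the test of reads shared with other genes in the set of 71 genes, the test of neighbouring genes, and the criterion that set the length and GC comparison against its standard error were chosen after the results were seen.

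The ribosomal protein genes, which the paper does not discuss, were lower in the Ang II + Tec group. Their mean log2 fold change was -0.45, with 127 of 131 genes lower, and the set ranked 1 among the 281 sets in both GSEA (adjusted p-value 3.82e-16) and camera (adjusted p-value 2.23e-15). The mean of log2(FPKM + 1) over the set was 5.80, 5.91 and 5.55 in the Ang II replicates and 5.28, 5.30 and 5.34 in the Ang II + Tec replicates, so the groups did not overlap. With fry, which called 0 of the 281 sets (5 at an unadjusted p-value under 0.05), the adjusted p-value was 0.329. A shift of the whole table explains only part of it, since after rescaling by the median of ratios the mean of the set was -0.24 (adjusted p-value 4.93e-10). Leaving out 1 library did not remove it, and the value nearest 0 was -0.37, without Ang II replicate 2. The 71 genes with no copy named by their symbol and the suffix -ps had a mean of -0.34, against -0.58 in the 60 genes with one. Copies under other names, such as Rps3a2, were not searched for. Reads shared with processed copies are therefore not excluded as the source. The 511 other genes closest in transcript length, GC content and expression fell by 0.24 on the log2 scale. The difference from the set exceeded its standard error of 0.027 across genes, which are not independent, and the matched genes were also lower than the mean of all tested genes (-0.19), so length or GC content may account for a part. A lower expression of ribosomal protein genes in treated hearts remains a hypothesis, found and tested on the same libraries.

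In 71 genes the lowest library of one group lay at least 0.5 on the log2 scale above the highest of the other, 28 of them higher and 43 lower with Tec. None of them is in Supplementary Table S3. In the split of Ang II replicates 1 and 2 with Ang II + Tec replicate 2 against the rest, 216 genes were as far apart. Pseudogenes, mitochondrial genes and genes overlapping another gene on their strand made up 36.6% of the 71 genes, against 24.1% of all tested genes (Fisher's exact test, p = 0.0174). The remaining 63.4% were none of these, so ambiguous reads do not account for the whole set. The 9 mitochondrial genes among the 71, short transfer RNAs and the ribosomal RNA mt-Rnr2, were all higher with Tec, and mt-Rnr2 had 1034, 983 and 2057 FPKM in the Ang II replicates and 3874, 3492 and 3739 in the Ang II + Tec replicates. A candidate explanation for the others is a difference in genetic background between the mice of the groups, which would place the genes in shared regions. Of the 62 nuclear genes, 22 lay within 5 Mb of another, against a mean of 17.3 in 10000 random draws. As many were found in 0.181 of the draws, so clustering over all chromosomes together was not shown. This pooled count does not address a single region, such as that of Pttg1 and Cyfip2 on chromosome 11. Chromosome 7 held 12 of the 62 genes (19.4%, against 7.55% of the tested genes; Fisher's exact test, adjusted p-value 0.0410 over 20 chromosomes), but it was examined because it stood out. Genetic background, cage and treatment cannot be told apart here, since no genotype of the mice was analysed.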

How the results depend on the processing

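The alternatives were set before the data were examined, except where they are said to be chosen after seeing the data. Alternatives that need read counts were not run, because the values are FPKM.

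The number of differentially expressed genes was 21, and it was 3 with no filter beyond an FPKM above 0 in 1 library and 11 with an FPKM of at least 1 in every library, where more or fewer genes are tested. The genes with an adjusted p-value under 0.05 numbered 24, and 3 and 13 under the same alternatives. With weights for the libraries estimated by limma, whose estimation gave a convergence warning, the numbers were 522 and 3542, and 7.62% of the latter were higher with Tec. Without 1 library, the number of differentially expressed genes ranged from 0 (1219 genes at an unadjusted p-value under 0.05, without Ang II + Tec replicate 1) to 544 (without Ang II replicate 3), and that of genes with an adjusted p-value under 0.05 from 0 to 3701. Of the 21 genes, 19 were also called without Ang II replicate 3, where 11.9% of the calls were higher with Tec, against 52.4% with all libraries. Fewer samples were tested in these fits. The numbers under the other scalings were 18, 22 and 16.

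The direction of the 3 gene sets was the same under all alternatives and in all fits without 1 library. The normalized enrichment score of the cGAS-STING pathway ranged from -1.62 (without Ang II + Tec replicate 3) to -1.41 (without Ang II + Tec replicate 2, adjusted p-value 0.0576) when 1 library was left out. With sets chosen after seeing the data, it was -1.28 for the KEGG cytosolic DNA-sensing pathway (adjusted p-value 0.121) and -1.02 for the Reactome cytosolic DNA sensors (0.478), and it was -1.55 with the p-value adjusted over all sets (0.0533). The range of adjusted p-values over its alternatives was 0.00268 to 0.478. The score of the inflammatory response ranged from -1.76 (without Ang II replicate 3) to -1.56 (without Ang II replicate 2) when 1 library was left out. The NFκB pathway passed the threshold with a pseudocount of 0.1 (-1.36), with no filter beyond an FPKM above 0 or a ranking over all such genes (-1.32 in both), with the same total outside the mitochondrial genome (-1.36), with a ranking by signal-to-noise (-1.39) and with a ranking by the ratio of group means (-1.67), chosen after seeing the data. Without 1 library it ranged from -1.42 (without Ang II + Tec replicate 3) to -1.06 (without Ang II replicate 1). The range of its adjusted p-values over the alternatives was 0.00167 to 0.413. The cause was not tested.

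With camera, the mean log2 fold change of the NFκB pathway was -0.19 with no filter, which was past the threshold, and the cause was not tested. The cGAS-STING pathway (-0.35) and the inflammatory response (-0.33) were not past the threshold under fry, with an estimated correlation or with adjustment over all sets, and the inflammatory response was not with the list fixed beforehand (-0.32). Fry called 0 of 281 sets in this design (5 at an unadjusted p-value under 0.05). Under fry and the estimated correlation, shifts beyond the variation between mice were not shown for these sets. The cGAS-STING pathway was also not past it for the Reactome cytosolic DNA sensors (-0.21). Without 1 library the means ranged from -0.49 (without Ang II replicate 3) to -0.26 (without Ang II replicate 2) for the cGAS-STING pathway and from -0.49 to -0.22 for the inflammatory response, and from -0.36 to -0.16 for the NFκB pathway, with the same libraries left out. The adjusted p-values over the alternatives ranged from 0.000147 to 0.858, 0.000885 to 0.858 and 0.00272 to 0.858 for the 3 sets.

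Among the named genes, Rela and Ikbkb were higher with Tec after rescaling by the median of ratios (0.076 and 0.020) and after quantile normalization (0.10 and 0.068), and Icam1 was higher after quantile normalization (0.024). Without 1 library, Gapdh ranged from -0.18 (without Ang II + Tec replicate 1) to 0.69 (without Ang II + Tec replicate 2) and Rela from -0.27 (without Ang II replicate 3) to 0.0034 (without Ang II + Tec replicate 3). Of the other values of named genes, 368 kept their direction and side of the threshold, 39 lost the threshold and 14 gained it. The number of genes of Supplementary Table S3 that were lower was 19 or 20 throughout.

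With the replicate number as a block, 22 genes were differentially expressed, and the block left the fold changes and the GSEA scores as they were by construction. Replicates with the same number had deviations from the group means that correlated by -0.039, 0.43 and 0.38, so the numbers did not pair the libraries.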

Differences from the paper's values

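The paper's log2 fold changes in Supplementary Table S3 match the log2 ratio of the group means of FPKM, the scale used for the comparison, for 17 of 20 genes within 0.01, and none of the 20 differed by more than the error. The largest difference was 0.227, for Tnfsf14.

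The adjusted p-values of Supplementary Table S2 differed from those of GSEA over 281 sets by more than 1.5 times for each of its 10 pathways. The paper's text states neither its ranking, its collection of gene sets nor its gene list for the cGAS-STING pathway. The paper's value for the NOD-like receptor pathway is 0.00950, against 0.351, and the ranking by signal-to-noise gave 0.00928, as did, chosen after seeing the data, the ranking by the ratio of group means (0.0133), while the other alternatives did not come within 1.5 times. For the cytosolic DNA-sensing pathway the paper's value is 0.00990, against 0.315, and for the C-type lectin receptor pathway 0.0116, against 0.316. The RIG-I-like receptor pathway has 0.0242 in the paper, against 0.606, and the B cell receptor pathway 0.0244, against 0.568. No alternative came within 1.5 times for these 4 pathways, a rule that also counts a smaller value as a gap. With no filter beyond an FPKM above 0, the C-type lectin receptor pathway had a GSEA adjusted p-value of 0.00481, below the paper's. In that setting the B cell receptor pathway had 0.0405, the cytosolic DNA-sensing pathway 0.0520 and the RIG-I-like receptor pathway 0.0969. For the chemokine pathway the paper's value is 0.00992, against 0.00447, and rescaling by the median of ratios (0.0101), quantile normalization (0.0142) and the ranking by moderated t (0.00908) came within 1.5 times. For the Toll-like receptor pathway it is 0.0101, against 0.201, and with no filter beyond an FPKM above 0, or a ranking over all such genes, it was 0.0100. For the cGAS-STING pathway the paper's value is 0.0116, against 0.0533 over 281 sets and 0.0114 over the 3 sets, and the same alternatives gave 0.0122. For the NFκB pathway the paper's value is 0.0146, against 0.209 over 281 sets and 0.0616 over the 3 sets. Only the ranking by the ratio of group means, chosen after seeing the data, came within 1.5 times (0.0123). For the TNF pathway it is 0.0148, against 0.135, and rescaling by the median of ratios (0.0189) and leaving out Ang II replicate 3 (0.0194) came within 1.5 times. No other of the alternatives set before the data were examined closed a gap.

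The enrichment score of the cGAS-STING pathway was -0.54, against about -0.64 in Fig. 4C, read by eye. With no filter beyond an FPKM above 0, or a ranking over all such genes, it was -0.65, and without replicate 1 or 3 of the Ang II + Tec group it was -0.57 and -0.58, within the error, while the other alternatives set before the data were examined did not close the gap. The enrichment score of the inflammatory response was -0.51, against about -0.34 in Fig. 4D, read by eye, and only the ranking by moderated t (-0.40) came within the error. The p-value of the inflammatory response was 6.62e-07, against about 0.058 in Fig. 4D, read by eye, and none of the alternatives closed that gap.

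The paper places the cGAS-STING pathway among the 10 pathways with the strongest change. It ranked 40 among 281 sets here, and the ribosome ranked 1. The paper describes the NFκB pathway as significantly lower after Tec. Its adjusted p-value was 0.0616 over 3 sets and 0.209 over 281 sets, and the alternatives under which it passed the threshold were a pseudocount of 0.1, no filter or a ranking over all genes above 0, the same total outside the mitochondrial genome, the ranking by signal-to-noise, leaving out Ang II replicate 3 or Ang II + Tec replicate 3, and the ranking by the ratio of group means, chosen after seeing the data.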

Other observations

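The tests of the mitochondrial share, exchanged labels, ventricular muscle, skeletal muscle and the atrial covariate for Nppa were chosen after the results were seen, as was the criterion by which the atrial tests of Nppa and Nppb decide.

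The 6 libraries make 10 splits into 3 and 3, so the share of splits as large as the real one cannot fall below 0.1. For the number of differentially expressed genes and of genes with an adjusted p-value under 0.05, 2 of the 10 splits gave as many, the real one included. The other split put Ang II replicates 1 and 2 with Ang II + Tec replicate 2 and gave 37 and 99 genes, against 21 and 24. For the normalized enrichment scores, 3 of the 10 splits were as large for the cGAS-STING pathway, 4 for the inflammatory response and 4 for the NFκB pathway, and for the camera means 2 of the 10 were for each set. Whether the 3 against 3 result exceeds chance cannot be told apart from these splits.

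Ang II replicate 3 differed from the other Ang II libraries. The mean of log2(FPKM + 1) of the collagen and matrix genes was 5.39 and 5.92 in Ang II replicates 1 and 2, 2.81 in Ang II replicate 3, and 2.53, 3.21 and 2.53 in the Ang II + Tec replicates. Exchanged labels with a treated library would need a treated library near 5.39, and the highest was 3.21, so an exchange of this kind is not supported by the values. A mouse with a weak response to Ang II is an untested alternative, and no library of untreated mice was analysed here. Pttg1 and Cyfip2, genes chosen after their values were seen, were intermediate in Ang II replicate 3. Pttg1 had 2.45, 2.76 and 10.8 FPKM in the Ang II replicates and 25.2, 26.1 and 25.8 in the Ang II + Tec replicates. Both lie on chromosome 11 between 43420250 and 46345020, as do C1qtnf2 and Gm12167, also intermediate in Ang II replicate 3. C1qtnf2 was lower with Tec and Gm12167 higher. A difference in genetic background in this region was not tested.

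Genes of the atrial myocardium were high in Ang II replicates 1 and 2 and in Ang II + Tec replicate 2. Myl7 had 419, 332 and 0 FPKM in the Ang II replicates and 0, 1040 and 1.58 in the Ang II + Tec replicates, and Sln had 67.1, 134.8 and 0.0500, then 0, 255.2 and 0.0200. Nppa followed partly, with 5568, 9456 and 256 FPKM, then 906, 3489 and 125. With the mean of the other atrial genes as a covariate, the log2 fold change of Nppa went from -1.69 (standard error 1.59) to -0.98 (standard error 0.93), and that of Nppb from -0.88 (standard error 0.91) to -0.56 (standard error 0.77). Since neither change exceeded 2 standard errors without the covariate, an unequal share of atrial tissue and an effect of Tec cannot be told apart for these genes. The same libraries formed the other split described above, which gave 37 and 99 genes. Its means for the 3 gene sets were -0.38, -0.40 and -0.33, against -0.35, -0.33 and -0.23 for the real groups. Its normalized enrichment score for the cGAS-STING pathway was nearer 0 (-1.26 against -1.55). The gene sets and the collagen genes were not examined with the covariate, so atrial tissue was not separated from Tec for them.

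The median log2 fold change of all tested genes was -0.17. The median was -0.14 after the total outside the mitochondrial genome was made equal. That total leaves out only genes placed on the mitochondrial genome. It can still hold copies such as Gm28437, with 19971 FPKM in Ang II replicate 1 and 26173 in Ang II + Tec replicate 1. A larger share of mitochondrial transcripts in the treated hearts is therefore not excluded as the cause. The list of fibroblast markers had a mean log2 fold change of -1.23, that of macrophages -0.63, that of smooth muscle and pericytes -0.32 and that of endothelial cells -0.13. A lower share of ventricular muscle in the Ang II libraries would raise the markers of all other cells alike, which these means do not show, since the endothelial markers moved by -0.13 while the fibroblast markers moved by -1.23. A change in the cells that differed stays open. Of the 12 fibroblast markers, 6 are also in the list of collagen and matrix genes, and 2 are in Supplementary Table S3.

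Atp2a1 and Mylpf were higher with Tec, with Mylpf at 0.580, 0.560 and 0.220 FPKM in the Ang II replicates and 4.14, 3.44 and 4.55 in the Ang II + Tec replicates, and Casq1 rose by a log2 fold change of 1.00. A candidate source is skeletal muscle in the Ang II + Tec libraries. The list of its markers had a mean of 0.33, with 1 of 6 tested genes lower (camera adjusted p-value 4.08e-05 over the lists). The abundant skeletal muscle transcripts Myh1 and Myh2 did not follow, since they were at 0.01 FPKM or below in the Ang II + Tec libraries. Tnnt3 was lower with Tec (-1.77), but its groups overlapped, so it does not decide. It had 6.91, 42.4 and 0.300 FPKM in the Ang II replicates and 1.41, 1.04 and 1.31 in the Ang II + Tec replicates. Ckm and Acta1, which the heart also expresses, rose by 0.62 and 0.20.

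The lists written beforehand had the following mean log2 fold changes. Camera compares a list with the other tested genes and not with 0, and the mean of all tested genes was -0.19. A small p-value of a list near 0 therefore does not show a rise with Tec. The collagen and matrix genes fell by 1.97 on the log2 scale (30 of 30 tested lower, camera adjusted p-value 7.83e-06 over the lists), the interferon-stimulated genes by 0.51 (32 of 33 lower, 4.13e-05) and the cell division genes by 0.61 (10 of 11 lower, 0.000245). The circadian clock genes moved by 0.093 (5 of 16 lower, 7.64e-05) and the immediate early genes by -0.093 (0.0600). The mean was -0.13 for endothelial cells (0.744), 0.036 for ventricular cardiomyocytes (0.0146), -1.18 for atrial myocardium (0.598), 0.31 for mesothelium (0.00210), 0.077 for fat (0.0597), -0.78 for blood (0.507), 0.031 for the sex genes (0.135) and 0.20 for neutrophils (0.116). The lowest adjusted p-value over the lists was 0.155 under fry and 0.162 with an estimated correlation, so neither called any list in this design, the collagen and matrix genes included. For the mesothelium list the libraries overlapped between the groups. Its mean of log2(FPKM + 1) was 0.448, 1.45 and 0.186 in the Ang II replicates and 0.450, 1.72 and 0.766 in the Ang II + Tec replicates. No tested gene belonged to the lymphocyte and lung lists.

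The transcripts of the reference genes and proteins of the paper moved differently. Actb had 93.4 ± 35.1 FPKM (SD, n = 3) in the Ang II group and 48.6 ± 10.4 (SD, n = 3) in the Ang II + Tec group (log2 fold change -0.87, standard error 0.30, limma adjusted p-value 0.229), Lmnb1 changed by -0.54 (standard error 0.14) and Gapdh by 0.15 (standard error 0.57). Without Ang II replicate 3, the change of Actb was -1.20 and past the threshold. The paper lists antibodies for GAPDH and Lamin B and primers for Actb, and those assays were not analysed here. Il6 was listed at 0 in the 3 Ang II + Tec libraries and at 0.170, 0.600 and 0.0500 FPKM in the Ang II libraries, and Adgre1, which encodes F4/80, changed by -0.86 (standard error 0.34, limma adjusted p-value 0.249), and by -1.25 without Ang II replicate 3.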
